# Transcriptome architecture across tissues in the pig

**DOI:** 10.1186/1471-2164-9-173

**Published:** 2008-04-16

**Authors:** André LJ Ferraz, Ana Ojeda, Manel López-Béjar, Lana T Fernandes, Anna Castelló, Josep M Folch, Miguel Pérez-Enciso

## Abstract

**Background:**

Artificial selection has resulted in animal breeds with extreme phenotypes. As an organism is made up of many different tissues and organs, each with its own genetic programme, it is pertinent to ask: How relevant is tissue in terms of total transcriptome variability? Which are the genes most distinctly expressed between tissues? Does breed or sex equally affect the transcriptome across tissues?

**Results:**

In order to gain insight on these issues, we conducted microarray expression profiling of 16 different tissues from four animals of two extreme pig breeds, Large White and Iberian, two males and two females. Mixed model analysis and neighbor – joining trees showed that tissues with similar developmental origin clustered closer than those with different embryonic origins. Often a sound biological interpretation was possible for overrepresented gene ontology categories within differentially expressed genes between groups of tissues. For instance, an excess of nervous system or muscle development genes were found among tissues of ectoderm or mesoderm origins, respectively. Tissue accounted for ~11 times more variability than sex or breed. Nevertheless, we were able to confidently identify genes with differential expression across tissues between breeds (33 genes) and between sexes (19 genes). The genes primarily affected by sex were overall different than those affected by breed or tissue. Interaction with tissue can be important for differentially expressed genes between breeds but not so much for genes whose expression differ between sexes.

**Conclusion:**

Embryonic development leaves an enduring footprint on the transcriptome. The interaction in gene × tissue for differentially expressed genes between breeds suggests that animal breeding has targeted differentially each tissue's transcriptome.

## Background

It is now feasible to carry out large scale characterization of transcription activity using microarrays. This technology has opened new avenues to characterize and to dissect the transcriptome's genetic basis. It is a complementary approach to the classical ascertainment of the genetic architecture of complex traits, such as quantitative trait loci studies. There is now overwhelming evidence that the levels of mRNA are affected by a number of environmental, physiological and genetic factors, much the same as for any other quantitative, complex trait [1,2]. The extent and influence of each factor is, however, controversial and unknown to a large extent. Some authors reported that sex was far more important than the genetic line or age in *Drosophila *[3], whereas individual variability have been found to be very large in *Fundulus *fish [4]. The study of the genetic basis of variability at the transcriptome level is particularly relevant because, it has been claimed, evolution and thus phenotypic variability is due primarily to regulatory rather than structural mutations [4,5].

In many microarray studies so far, the goal has been to compare two physiological statuses, e.g., disease *vs*. healthy, by analyzing a single tissue in several individuals. Some studies have also compared different breeds or strains, again focussing on one or very few tissues in order to gain insight as to how much phenotypic variability correlates with differences at the transcriptome level; see for instance Reiner-Benaim et al. [6]. Nevertheless, the number of studies comparing different breeds is not very large yet, particularly in livestock. For instance, only four published studies have compared the global transcriptome of at least two porcine breeds [7-10] and one compared two divergent lines [11], whereas over a hundred dealing with porcine microarrays are indexed in *Pubmed*[12] as of November 2007. Thus, although a great deal is known about the transcriptome changes brought about by diseases, say cancer, much less is known about the relevance of genetic or environmental factors. Moreover, an organism is made up of many different tissues and organs, each with its own genetic programme. How different are these genetic programmes? How relevant are they in terms of total transcriptome variability? What are the relative contributions of breed or sex when assessed across tissues? Divergent livestock breeds offer extremely valuable genetic material to study these issues.

In order to contribute to answering these questions, here we study the variability in a large number of tissues pertaining to a reduced number of individuals. By allocating more experimental resources to a much larger number of tissues than usual, we aim at better characterizing the transcriptome variability across the whole organism. Although some studies have compared the transcriptome across different tissues [13-16], the contribution of each effect (e.g., tissue *vs*. sex) has not been quantified. The variability between tissues is not as well studied as that within tissues and some tissues remain poorly characterized, all the more in livestock species. The transcriptome of some tissues like liver and muscle have been analyzed extensively, well over a thousand citations in *Pubmed*[12] as of November 2007. Some other tissues have been only rarely studied despite their known physiological importance: only four microarray studies are reported for pineal gland, 19 for the hypophysis. Certainly, phenotypic differences in a given tissue can actually be due to changes that occur in a different organ. For instance, the fatness differences between individuals, a trait of utmost relevance in animal breeding, are more likely to be caused by genetic signals that originate in the hypothalamus or in the pineal gland rather than in the fat tissue itself.

The aim of this work was to study the global transcripome across tissues in two highly divergent pig breeds. We report a mixed model analysis of 16 tissues pertaining to four pigs, two Large White (LW) and two Iberian (IB), one male and one female per breed. These two breeds are phenotypically extreme for most traits of economic relevance, e.g., growth, fatness, reproductive performance. The tissues studied were olfactory bulb, hypothalamus, pineal gland, adenohypophysis, neurohypophysis, adrenal cortex, adrenal medulla, thyroid gland, diaphragm, *Biceps femoris *muscle, back fat tissue, abdominal fat tissue, stomach, liver, ileum and whole blood.

## Results and Discussion

### Transcriptome diversity across tissues and samples

Clustering is a useful starting exploratory tool to visualize highly dimensional data, and has been widely used to microarray data since the seminal paper of Eisen and cols. [17]. Here we applied two clustering methdos, the classical one based on the UPGMA criterion [17], and the neighbor-joing (NJ) clustering. In both cases, we used the distance one minus the squared correlation (1-r^2^) between the samples, after normalizing the raw data with the RMA procedure [18], as detailed in Material and Methods. 

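Messenger RNA levels were measured on 64 Affymetrix porcine arrays, 1 for each of 16 tissues in each of 4 pigs. The Large White male weighed 38.8 kg and the Large White female 36.2 kg at 87 days of age, and the Iberian male weighed 25.4 kg and the Iberian female 32.8 kg at 89 days. The deposited values are those after RMA, which corrects the background, makes the distribution of values equal between arrays and summarises the oligonucleotides of each probe set in a robust fit over all arrays. They lie on a log2 scale between 1.78 and 14.47, with a median of 5.47 over all arrays, so that a difference of 1 unit is a doubling of the signal. The file holds 24123 probe sets, called probes as in the paper, and 188 controls were left out, which gave 23935 probes for every count. The platform annotation gives 10110 probes 1 gene symbol, 157 several and 13668 none. Names in the paper's tables were kept for the probes they list, and no probe with several symbols was named. An array has no sequencing depth, and the precision is limited by the number of arrays, which is 4 per tissue, 1 per animal. Levels are given in log2 units as mean ± SD over arrays, where n is the number of arrays, and the SD of a group of several tissues also holds the spread between tissues. Tissues were compared with limma over all 64 arrays with tissue, breed and sex in the model, and the adjusted p is that of Benjamini and Hochberg over all probes. Lists of marker genes and pathways were fixed before the data were examined, as were the comparisons, the tests and the rule for the genes named, and 35 of the 36 lists had a probe. Each list was tested against all other probes with camera at a preset correlation between genes of 0.01. Where only 1 count of higher or lower members is given for a list compared between tissues, the count adjusted over the list alone was equal to it, and where no second p is given for a list its call held with an estimated correlation. The contrasts of sex and breed rest on 2 animals against 2, whose exact permutation p cannot be under 0.333. Camera took the 64 arrays as independent in these contrasts as well, so its p there does not take the animal as the unit. For these contrasts the difference of each probe was divided by the SD of the differences over all probes, as z-scores after the paper's methods.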

Results are drawn in Figure 1, where it can be seen that samples were clearly grouped by tissue, next by breed in both trees. This was neatly observed for ileum, liver, thyroid gland, adeno and neurohypohysis and olfactory bulb. 

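The arrays of a tissue shared the marker genes of that tissue. All 27 lists with a tissue of their own were higher there than in the other tissues by camera, and all 27 held with an estimated correlation over these tests alone. Adjusted over all comparisons of tissues, the calls of the pineal (adjusted p = 0.19), B cell (adjusted p = 0.090) and glia and myelin lists (adjusted p = 0.058) were lost with an estimated correlation. Thyroglobulin (TG), the precursor of the thyroid hormones, was at 13.15 ± 0.42 in the thyroid gland (n = 4) and at 3.45 ± 0.64 in the other tissues. Ileal bile acid binding protein (FABP6) was at 13.30 ± 0.35 in the ileum (n = 4) and at 3.18 ± 0.47 elsewhere. For 53 of the 64 arrays the nearest array by 1-r2 was of the same tissue, and in 11 of the 16 tissues this held for all 4 animals. The other 11 arrays were those of abdominal fat in all 4 animals, the adrenal tissues in 5 cases, the back fat of the Iberian female and the pineal gland of the Large White male. The nearest array was of the same breed for 47 arrays and of the same sex for 23. Among the 53 arrays nearest to their own tissue, 36 were nearest to the animal of their breed and 13 to that of their sex, where 1 of the 3 other arrays shares the breed and 1 the sex. The closest pairing of the 4 animals was by breed in 12 tissues, by sex in 3 (adenohypophysis, adrenal medulla and blood) and by neither in *Biceps femoris*.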

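The olfactory bulb separated the breeds most clearly of these 6 tissues. The mean distance there was 0.0199 between animals of 1 breed and 0.0327 between animals of 1 sex. In liver the corresponding distances were 0.0323 and 0.0443, in thyroid gland 0.0260 and 0.0328, in ileum 0.0300 and 0.0324, and in neurohypophysis 0.0258 and 0.0283. In adenohypophysis both were 0.0263. The NJ tree joined the 2 animals of each breed as neighbours in olfactory bulb, neurohypophysis, thyroid gland, liver and ileum. The UPGMA tree did so in olfactory bulb, neurohypophysis, diaphragm and liver. Each distance rests on 2 pairs of animals, which allows no test within a tissue. The named thyroid genes varied unequally between the animals, and sodium iodide symporter (SLC5A5) was the most variable at 10.18 ± 1.25 (n = 4). Albumin (ALB) was at 14.12 ± 0.03 in the 4 livers. That level is near the highest value of the data (14.47), so its small SD cannot be compared with that of SLC5A5.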

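In both muscles the genes of the sarcomere were far above their level in the other tissues. Of the 18 probes of the skeletal muscle list, 17 were higher in the muscles and 1 was lower (adjusted p = 2.2e-19 from camera). Muscle creatine kinase (CKM) was at 13.53 ± 0.04 in the muscles (n = 8) and at 4.44 ± 1.20 in the other tissues, myotilin (MYOT) at 12.04 ± 0.27 and 2.97 ± 0.58, and titin (TTN) at 12.36 ± 0.47 and 3.64 ± 0.66. Between diaphragm and *Biceps femoris*, 2 probes of this list were higher and 3 lower, and the list as a whole did not pass (adjusted p = 0.94). The nearest array of each of the 8 muscle arrays was of the same muscle. The mean distance between the muscles was 0.107, against 0.0364 within diaphragm and 0.116 within *Biceps femoris*. In the latter the array of the Iberian female lay 0.189 from the other 3 on average, whereas the other 3 lay 0.0362 to 0.0466 from each other.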

Muscle samples were clustered by tissue (diaphragma vs. M. *biceps femori*) but less clearly within each muscle. 

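Back fat and abdominal fat shared a strong adipocyte profile. Of 31 probes of the adipocyte list, 27 were higher in the 2 fats than in the other tissues and none was lower (adjusted p = 2.9e-32 from camera). Fatty acid binding protein 4 (FABP4) was at 13.18 ± 0.11 in fat (n = 8) and at 6.22 ± 2.17 elsewhere, adiponectin (ADIPOQ) at 11.72 ± 0.53 and 3.89 ± 0.95, and the adipogenic receptor PPARG at 9.83 ± 0.32 and 4.14 ± 0.94. Between the fats, 7 of the 31 probes were higher in back fat and none was lower, and adjusted over the list alone 11 were higher and 1 was lower. Malic enzyme (ME1), which supplies NADPH for fatty acid synthesis, was at 10.53 ± 0.20 in back fat and 9.58 ± 0.54 in abdominal fat (adjusted p = 0.02 from limma, n = 4 each). Stearoyl-CoA desaturase (SCD) was at 12.62 ± 0.55 and 11.23 ± 1.81, a difference that did not pass the test (adjusted p = 0.15). The mean distance was 0.0308 within back fat, 0.0383 within abdominal fat and 0.0385 between them. Both fats of the same animal were 0.0268 ± 0.0048 apart (SD, n = 4 animals), below the mean for 2 animals and the same fat, but in back fat animals of 1 breed were 0.0234 apart.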

As for fat, the similarity was larger between tissues than between breeds, and samples of both back and abdominal fat origins were clustered together. The same was observed between cortex and medulla from adrenal gland. In this case, contamination between both tissues cannot be ruled out because of the irregular limits of the medulla that make not easy to separate that region neatly from the cortex collecting rapidly enough amount of tissue for analysis. 

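The genes of steroid synthesis were as high in the medulla samples as in the cortex. Steroidogenic acute regulatory protein (STAR), which brings cholesterol into the mitochondrion, was at 12.79 ± 0.10 in cortex and 12.77 ± 0.13 in medulla (n = 4 each), and 17α-hydroxylase (CYP17A1) was at 11.75 ± 0.28 and 11.56 ± 0.18. Of the 19 probes of the adrenal cortex list, 18 were higher in cortex than in the other tissues, but the list did not pass between cortex and medulla (adjusted p = 0.28 from camera). The chromaffin genes did differ. Of 14 probes of the adrenal medulla list, 9 were higher in medulla and none in cortex (adjusted p = 3.5e-30). Phenylethanolamine N-methyltransferase (PNMT), which makes adrenaline from noradrenaline, was at 11.35 ± 0.46 in medulla and 9.44 ± 1.11 in cortex (adjusted p = 3.7e-06 from limma), and dopa decarboxylase (DDC) was at 10.56 ± 0.57 and 8.64 ± 1.03 (adjusted p = 6.3e-04). The distance between the samples of 1 animal was 0.0251 ± 0.0080 (SD, n = 4), against 0.0333 within cortex and 0.0332 within medulla. From the irregular limits of the medulla, the paper reasons that contamination between both tissues cannot be ruled out.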

Other authors have described previously contamination of medulla in the cortex sample when mechanical separation is performed[19]. Thus, this resemblance was not completely unexpected. 

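The pineal gland of the Large White male had low levels of the pineal genes and high levels of most glial and neuronal ones. The pineal list, which holds genes of the photoreceptor and melatonin pathways, was at a mean of 5.25 on this array and at 6.94 or more on the other 3 pineal arrays. Arrestin (SAG) was at 5.09 against 8.08 to 10.36, the transcription factor NEUROD1 at 6.10 against 9.22 to 9.27, and DDC at 8.24 against 10.13 to 10.56. Of 25 glia and myelin probes, 20 were above all 3 other pineal arrays and 2 below them, and of 18 neuronal probes 11 were above and 4 below. Among the latter was VSNL1, at 10.08 against 10.66 to 11.10. MOBP was at 11.35 in this animal and at 3.74 to 5.58 in the other 3, and MBP at 13.00 against 7.49 to 9.16. Glutamate decarboxylase (GAD1) was at 6.88 against 2.93 to 3.52. Melanin-concentrating hormone (PMCH), made by hypothalamic neurons, was at 3.67 on this array and at 10.21 to 12.82 on the 4 hypothalamus arrays. Of 13 hypothalamic peptide probes, 4 were above all 3 other pineal arrays and 7 below them. CARTPT was at 6.93 on this array, 4.09 to 4.90 on the other pineal arrays and 6.56 to 7.32 in hypothalamus. The array nearest to this pineal sample was the hypothalamus of the same animal, at a distance of 0.0348, whereas the mean distance to the other 3 pineal arrays was 0.132. Each value is that of 1 array.

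**Figure D1:**
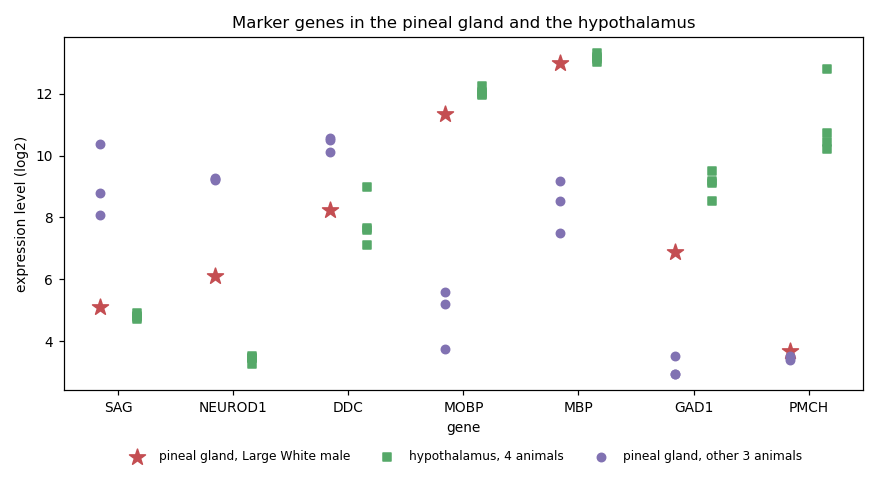
Log2 level (vertical axis) of 7 genes (horizontal axis) on the pineal array of the Large White male (star), the other 3 pineal arrays (circles) and the 4 hypothalamus arrays (squares). The star lies with the hypothalamus for SAG, MOBP and MBP and with the pineal arrays for PMCH (3.67).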

The only outlier sample seemed to be the pineal gland of the Large White male (PING_LWM), which clustered with the rest of hypothalamus microarrays. Here contamination can be discarded in all likelihood because the two regions, hypothalamus and pineal gland, are in distinct areas of the brain. However, the pineal gland works in harmony with the hypothalamus. The former produces melatonin, which directly influences the function of various brain centers, including the hypothalamus. In stomach, less clearly in blood, samples were grouped by sex rather than by breed.

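In stomach the arrays of the males were the most alike, at a distance of 0.0363, and those of the Large White male and Iberian female the least, at 0.0876, with the females 0.0819 apart. The distance was 0.0467 between the Large White animals and 0.0711 between the Iberian ones, so that the mean over pairs was 0.0591 by sex and 0.0589 by breed. The stomach of the Iberian female differed in its cell markers. The gastric epithelium list (pepsinogens, gastrokines and trefoil factor) had a mean of 9.60 there and of 10.84, 10.50 and 10.49 in the Large White male, Large White female and Iberian male. Its T and NK cell list was at 5.34 against 4.89, 4.33 and 4.70, and its enterocyte list at 5.36 against 4.81, 4.60 and 4.60 in the same order. In blood the females were 0.0524 apart, the males 0.0786, the Large White animals 0.0619 and the Iberian animals 0.0725. The Large White male and Iberian female, of different sex and breed, were 0.0531 apart. The B cell list in blood ranged from 5.51 in the Large White male to 6.47 in the Iberian male, and the T and NK cell list from 6.75 to 7.19. Both trees joined 1 pair of the same sex in stomach and 1 in blood. These are single arrays per animal, without a test.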

**Figure 1:**
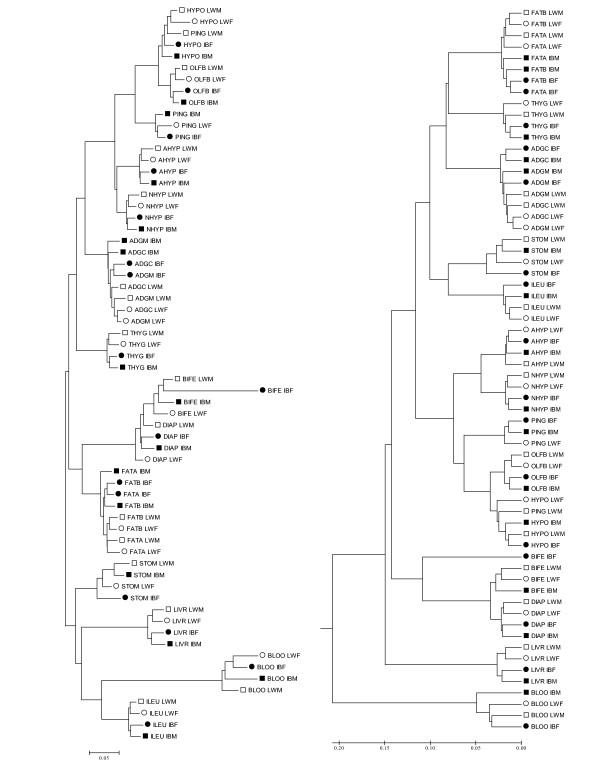
**NJ (left) and UPGMA trees (right) using the 1 - *r*^2 ^distance**. Each sample is named using the tissue acronym (four letters, Table 1), breed (LW or IB) and sex (M, male or F, female); LW males are indicated by open squares; LW females, by open circles; IB males, by black squares and IB females, by black circles.

As expected, both UPGMA and NJ methods provided identical clustering at the first coalescence level. However, there were some interesting differences at higher levels. NJ identified four groups of tissues. The first group comprised brain tissues, including hypophysis; the second group, thyroid and adrenal endocrine glands; the third, muscle and fat tissues; whereas stomach, ileum, blood and liver were in the last group. In contrast, UPGMA clustered blood, liver and muscles in separate groups, while brain tissues were grouped together with fat, thyroid and adrenal glands; blood and liver were in distinct groups. It is well known that NJ have better properties than UPGMA when reconstructing evolutionary trees because it does not assume a constant evolutionary rate [20]. But is not evident how to translate this advantage in relation to the performance for classifying transcriptomes. 

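Brain tissues with both hypophyses formed 1 branch of the NJ tree of arrays, as did muscle with fat, and stomach, ileum, liver and blood together. The adrenal tissues formed a branch of their own, and the thyroid gland did not join them in a branch. None of the 4 groups was a single branch of the UPGMA tree of arrays or of the NJ tree of tissues. When the UPGMA tree of arrays was divided into 5 clusters, blood (4 arrays), liver (4), the muscles (8) and the olfactory bulb with hypothalamus and pineal gland (12) each made a cluster. The fifth held the other 36 arrays, of both hypophyses, the adrenal tissues, thyroid gland, fats, stomach and ileum. Stomach and ileum left it at 6 clusters and the fats at 8. Muscles, fats, adrenal tissues, and the olfactory bulb with hypothalamus and pineal gland were single branches of both trees of arrays. Blood had the highest mean distance of its levels to the other tissues, 0.423, followed by liver at 0.341 and *Biceps femoris* at 0.319.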

The UPGMA method is equivalent to clustering algorithms implemented in popular microarray packages [17], whereas NJ have not been used so far, to our knowledge, in microarray studies. Here we found that, overall, NJ provided more biologically sound results than UPGMA: the first two groups in the NJ-tree comprised brain tissues and endocrine glands; muscle and fat tissues have a predominantly structural function in the body, while the rest of tissues (liver, stomach, ileum and blood) have an important metabolic role. In contrast, UPGMA results were not always so easily interpretable, e.g., it grouped hypophysis closer to fat tissues than to other brain organs like hypothalamus or the olfactory bulb.

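By the means of their levels, both hypophyses were nearer to the hypothalamus than to fat. The distance 1-r2 of the adenohypophysis was 0.165 to hypothalamus, 0.171 to olfactory bulb, 0.250 to back fat and 0.244 to abdominal fat. That of the neurohypophysis was 0.145, 0.151, 0.201 and 0.191 in the same order. The tissue nearest to each hypophysis was the other one, at 0.0772. In the UPGMA tree of arrays the hypophyses stayed in 1 cluster with the adrenal tissues, thyroid gland and fats down to 7 clusters, and no branch of any tree held the hypophyses and fats alone. Pro-opiomelanocortin (POMC), the precursor of corticotropin, was at 12.58 ± 0.39 in adenohypophysis and 13.28 ± 0.47 in neurohypophysis (n = 4 each), and at 3.84 ± 0.39 in hypothalamus and 3.75 ± 0.20 in back fat.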

The trees depicted in Figure 1 were obtained with the original data (after RMA transformation). A better alternative to study relationships between tissues is to consider the *Probe × Tissue *solutions obtained from model (2), as these solutions are corrected for 'noisy' factors such as sex, breed and global tissue effects. Thus we constructed a NJ-tree of tissue transcriptomes using the 1-$r_{T}^{2}$ distance (see methods). This tree is shown in Figure 2. Although the pattern was similar to the NJ-tree in Figure 1, this tree provided a clearer picture of relationships between tissues. For instance, it emphasized that blood is the most distant tissue, corroborated also by the fact that blood harbored the largest number of extreme probes (Table 1). 

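Blood was the tissue with most extreme probes, 3220 of 23935 (13.5%), of which 2017 were higher and 1203 lower in all 4 blood arrays than on every other array. Genes of red cells and platelets were among the high ones. Alpha haemoglobin stabilising protein (AHSP) was at 13.04 ± 0.14 in blood (n = 4) and at 4.64 ± 0.91 in the other tissues (adjusted p = 8.0e-33 from limma), and the platelet chemokine PPBP was at 8.88 ± 0.53 and 2.89 ± 0.27. The matrix protein SPARC led the low ones, at 4.33 ± 0.46 in blood and 12.30 ± 0.75 elsewhere. Liver had 822 extreme probes, ileum 570, thyroid gland 376 and *Biceps femoris* 341, while the adrenal cortex had 14 and the medulla 12. The sum over tissues was 6630, and 3410 without blood. If the 64 arrays were exchangeable, 0.0753 extreme probes would be expected per tissue. Among the probes brighter than the median, blood had 1623, and 1014 probes had a gap of over 0.5 log2 units to every other array.

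**Figure D2:**
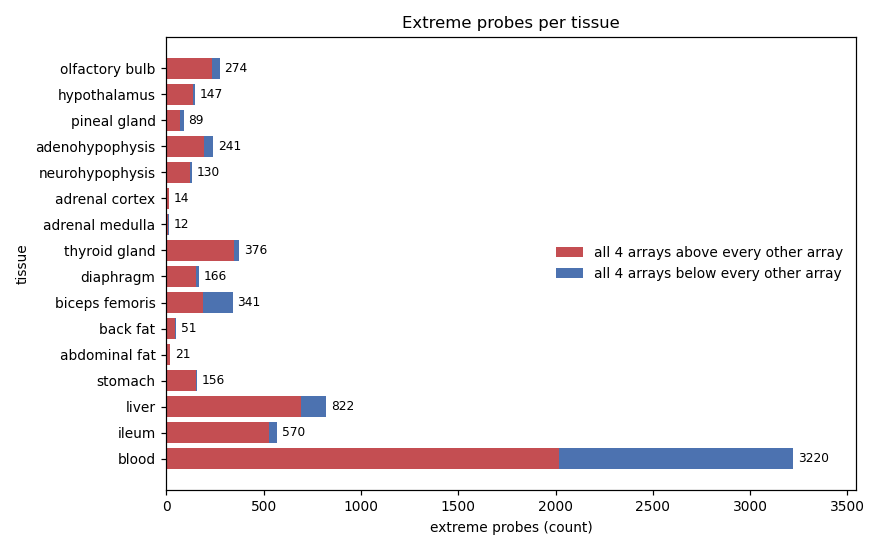
Number of extreme probes (horizontal axis, counts) per tissue, with those above every other array in red and those below in blue. Blood has 3220 and the adrenal medulla 12.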

We defined a tissue's *extreme probe *as a probe for which all four mRNA levels of the tissue were either smaller or larger than the remaining mRNA levels (Material and Methods). In contrast, the two adrenal tissues and both fats were the closest pair of tissues. 

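The fats were the closest pair of tissues in their probe × tissue deviations, at a distance 1-rT2 of 0.134, and the adrenal tissues were next at 0.142. Diaphragm and *Biceps femoris* followed at 0.281 and olfactory bulb and hypothalamus at 0.298. When 1 animal was left out the distance was 0.141 or more for the fats, and ranged from 0.121 to 0.227 for the adrenal tissues and from 0.202 to 0.336 for the muscles. Of the 120 pairs of tissues, 110 were over 0.85 apart. The thyroid gland was 0.933 or more from every other tissue by this distance, in which an opposite profile also counts as near, while by levels neurohypophysis was nearest to it at 0.132. Its mean distance of the deviations was the highest at 0.978, followed by liver (0.961), stomach (0.956), blood (0.954) and ileum (0.947). The branch leading to the tissue in the NJ tree was 0.486 long for liver, 0.480 for thyroid gland and 0.454 for blood.

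**Figure D3:**
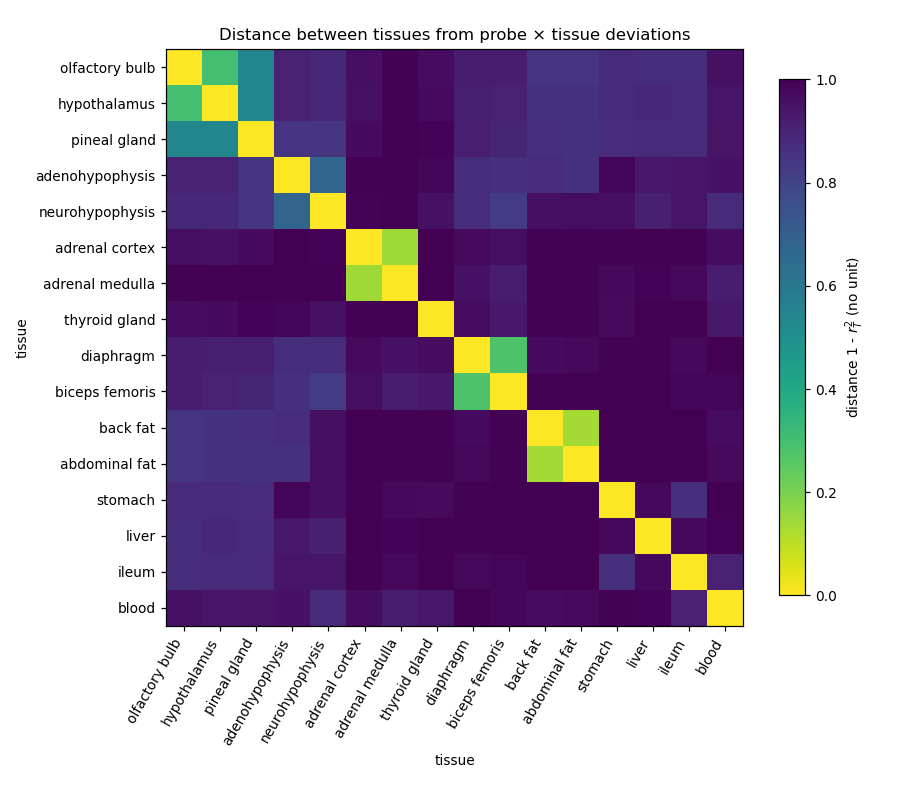
Distance 1-rT2 (colour, no unit) between the 16 tissues on both axes, from the deviations of each probe. The yellow to green cells off the diagonal are the fats (0.134), the adrenal tissues (0.142), the muscles (0.281) and the olfactory bulb with hypothalamus and pineal gland.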

The brain is not a uniform organ, and this well known fact [21-23] was corroborated by a relevant variability within the different brain tissues sampled. Olfactory bulb was neighbor to hypothalamus. 

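Olfactory bulb and hypothalamus held neuronal genes at a similar level and differed in their neuropeptides and interneuron genes. Of 18 neuronal probes, 16 were higher in these 2 tissues than elsewhere and 1 was lower (adjusted p = 5.2e-19 from camera), and between them 3 were higher in olfactory bulb and none in hypothalamus, or 4 and 1 adjusted over the list alone. The neuronal list as a whole did not differ between them by this test (adjusted p = 0.35). The hypothalamic peptide list did. Of 13 probes, 9 were higher in hypothalamus and 1 in olfactory bulb (adjusted p = 1.4e-08). PMCH was at 11.05 ± 1.20 in hypothalamus and 3.45 ± 0.14 in olfactory bulb, and hypocretin (HCRT), a regulator of wakefulness, at 8.57 ± 0.88 and 6.27 ± 0.18 (n = 4 each). Thyrotropin releasing hormone (TRH) went the other way, at 8.83 ± 1.00 in olfactory bulb and 6.28 ± 0.90 in hypothalamus (adjusted p = 5.6e-09 from limma). DLX5, a homeobox gene of olfactory interneurons, was at 6.63 ± 0.42 and 3.75 ± 0.11. Of 25 glia and myelin probes, 9 were higher in hypothalamus (13 adjusted over the list alone) and none was lower, but that list's call was lost with an estimated correlation between genes (adjusted p = 0.55 with an estimated correlation). The arrays of these tissues were 0.0708 apart on average, against 0.0297 within olfactory bulb and 0.0369 within hypothalamus.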

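The hormones of the anterior lobe set the hypophyses apart. Of 20 probes of the adenohypophysis list, 17 were higher in adenohypophysis than in neurohypophysis and 1 was lower, or 18 and 1 adjusted over the list alone (adjusted p = 2.2e-33 from camera). The beta chain of thyrotropin (TSHB) was at 11.43 ± 0.59 in adenohypophysis and 5.00 ± 0.93 in neurohypophysis (n = 4 each), a log2 difference of 6.43 (standard error 0.23, adjusted p = 2.7e-29 from limma). That of luteinizing hormone (LHB) was at 13.32 ± 0.13 and 9.00 ± 0.59, and that of follicle stimulating hormone (FSHB), the most variable between animals, at 10.83 ± 2.24 and 6.91 ± 1.35. Neurohypophysis nevertheless held prolactin (PRL) at 10.54 ± 1.76, against 13.42 ± 0.09 in adenohypophysis and 3.62 ± 0.65 in hypothalamus. Of 25 glia and myelin probes, 2 were higher in adenohypophysis and 4 in neurohypophysis. The distance of probe × tissue deviations was 0.675, and both tissues formed 1 branch of the NJ tree of tissues. Over arrays they were 0.0971 apart, against 0.0283 within adenohypophysis and 0.0294 within neurohypophysis.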

The two pituitaries, adenohypohysis and neurohypohysis, exhibited neighbor but distinct transcriptomes. This result agrees with the fact that both organs carry out very different physiological functions and have separate embryonic origins from the ectoderm layer (from an ectodermal outpocketing of the stomodeum and neural ectoderm, respectively). In fact, it was more interesting to note that neurohypophysis and hypothalamus were relatively distant. 

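Neurohypophysis held neither the neuronal genes nor the myelin genes of the hypothalamus at a comparable level. Of 18 neuronal probes, 17 were lower in neurohypophysis and none was higher (adjusted p = 4.2e-19 from camera). Stathmin 2 (STMN2), found in neurons, was at 6.67 ± 0.88 there and 11.68 ± 0.18 in hypothalamus (n = 4 each), and glutamate decarboxylase 2 (GAD2) at 4.30 ± 0.12 and 9.40 ± 0.22. Of 25 glia and myelin probes, 22 were lower in neurohypophysis (23 adjusted over the list alone) and none was higher (adjusted p = 6.0e-24). MOBP was at 4.16 ± 1.13 in neurohypophysis and 12.08 ± 0.13 in hypothalamus, a log2 difference of -7.92 (standard error 0.63, adjusted p = 3.6e-15 from limma), and the astrocyte filament GFAP was at 6.31 ± 0.82 and 12.88 ± 0.40. Of 13 hypothalamic peptide probes, 10 were lower and 1 higher (adjusted p = 1.0e-07). Vasopressin (AVP), made by neurons whose axons end in the neurohypophysis, was at 9.40 ± 0.52 there and 8.81 ± 3.02 in hypothalamus. The distance between the deviations of both tissues was 0.886, and between 0.876 and 0.897 when 1 animal was left out. Their arrays were 0.166 apart on average.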

A close relationship might have been expected because neurohypophysis consists primarily of axonic projections of the hypothalamus. 

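The pineal gland was equally far from hypothalamus (0.542) and olfactory bulb (0.542), and farther from neurohypophysis (0.845) and adenohypophysis (0.851), by its probe × tissue deviations. Against the hypothalamus, its photoreceptor and melatonin genes were higher and its neuronal and glial genes lower. Of 6 pineal probes 5 were higher and none was lower (adjusted p = 6.7e-06 from camera). NEUROD1 was at 8.46 ± 1.57 in pineal gland and 3.42 ± 0.12 in hypothalamus (n = 4 each). Of 18 neuronal probes 9 were lower (adjusted p = 1.6e-07) and of 25 glia and myelin probes 19 (adjusted p = 2.7e-17), and none of either list was higher. The growth cone protein GAP43 was at 7.86 ± 1.73 in pineal gland and 11.30 ± 0.15 in hypothalamus. The SD in the pineal gland includes the array of the Large White male, whose markers lay apart. Without an animal in turn, the distance to hypothalamus ranged from 0.476 to 0.732 and that to olfactory bulb from 0.497 to 0.690.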

The pineal gland exhibited an intermediate transcriptome between hypophyses and hypothalamus – olfactory bulb.

**Table 1:** Tissues sampled

**Group**	**Tissue**	**Abbreviation**	**Embryonic origin**	**Function, remarks**	**Sampling details**	**# Extreme Probes^a^**	**Principal KEGG pathways of extreme probes**
Brain	Olfactory bulb	OLFB	Ectoderm (neural)	Perception of odors	Whole organ from both sides	274	Neuroactive ligand-receptor interaction WNT signalling pathway
	Hypothalamus	HYPT	Ectoderm (neural)	Regulates metabolic processes and other activities of the Autonomic Nervous System	Including mammilary body and grey tubercle	147	Neuroactive ligand-receptor interaction Cell adhesion molecules (CAMS)
	Pineal gland	PING	Ectoderm (neural)	Production of melatonin	Whole gland	89	-
	Adenohypophysis	AHYP	Ectoderm (stomodeum)	Hormone secretion regulating endocrine glands	Whole gland	241	Neuroactive ligand-receptor interaction
	Neurohypophysis	NHYP	Ectoderm (neural)	Store and liberation of hormones synthesized by the hypothalamus	Whole gland	130	WNT signalling pathway
Endocrine	Adrenal cortex	ADGC	Mesoderm	Synthesis of corticosteroid hormones	Part of the gland after mechanical separation	14	-
	Adrenal medulla	ADGM	Ectoderm (Neural crest)	Synthesis of adrenaline and noradrenalin	Part of the gland after mechanical separation	12	-
	Thyroid gland	THYG	Endoderm + Ectoderm (neural crest)	Production of thyroxine (T4), triiodothyronine (T3), and calcitonin	Part of the gland	376	-
Structural	Diaphragm muscle	DIAP	Mesoderm	Predominant oxidative metabolism	Samples from left and right crura	166	Oxidative phosphorylation ATP synthesis Glycolysis Citrate cycle Piruvate metabolism
	*M. Biceps femoris*	BIFE	Mesoderm	Glycolitic metabolism	Lateral area of the muscle	354	Glycolysis Insulin signalling pathway Frutose and manose metabolism Starch and sucrose metabolism Pentose phosphate pathway
	Back fat tissue	FATB	Mesoderm	Fat	Fat from lumbar region	51	-
	Abdominal fat tissue	FATA	Mesoderm	Fat	Fat external to the rectus sheath	21	-
Metabolic	Stomach	STOM	Endoderm	Digestion	Epithelium from the body	156	Tight junction
	Liver	LIVR	Endoderm	Central role in metabolism	Parts from quadrate and left lateral lobes	824	Urea cycle Bile acid biosynthesis Biosynthesis of steroids Complement and coagulation cascades Fatty acid metabolism Propanoate metabolism Amino acids metabolisms Butanoate metabolism Metabolism of xenobiotics by cytochrome P450
	Ileum	ILEU	Endoderm	Absorption of products of digestion	Epithelium	570	Cell cycle Ribosome Pyrimidine metabolism Antigen processing and presentation
	Blood	BLOO	Mesoderm	Supply of oxygen and nutrients	Blood from the femoral vein	3253	Hematopoietic cell lineage Regulation of actin cytoskeleton T-cell receptor signalling Focal adhesion ECM receptor interaction Cytokine cytokine receptor interaction Cell adhesion molecules (CAMS) MAPK signalling pathway JAK-STAT signalling pathway Tight junction

^a ^The complete list is in Supplementary Table S2. See Material and Methods for definition of extreme probe.

**Figure 2:**
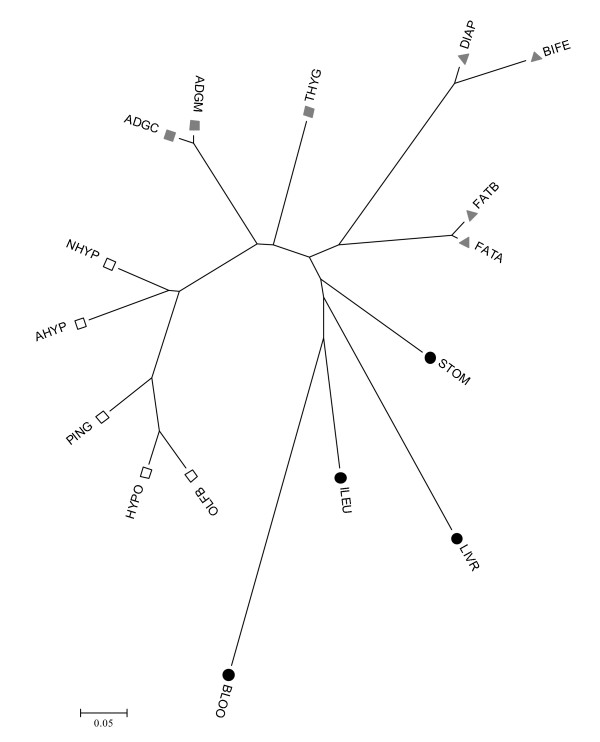
**NJ tree of tissues using the 1-$r_{T}^{2}$ Distance**. The four groups in Table 1 are indicated by symbols: brain (open squares), endocrine (grey squares), structural (grey triangles) and metabolic (black circles).

Interestingly, there was a relation between embryonic origin and clustering. Most tissues with the same embryonic origin clustered together in the NJ-tree (Figure 2). 

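Ectoderm tissues (olfactory bulb, hypothalamus, pineal gland and both hypophyses) were on average 0.735 apart in their probe × tissue deviations, against 0.893 from the muscles, fats, liver, stomach and ileum. The mesoderm tissues (muscles and fats) were 0.725 apart and 0.926 from the others. The endoderm tissues (liver, stomach and ileum) were 0.941 apart and 0.945 from the others, and within them stomach and ileum were nearest at 0.865, whereas liver was 0.979 from stomach and 0.978 from ileum. Over all 3 layers the mean distance was 0.919 between and 0.764 within layers, a difference of 0.155. Of the 27720 ways to divide these 12 tissues into sets of these sizes, 39 lay as far from the mean of all ways, the largest difference among the others being 0.205 (exact permutation test, two-sided p = 0.0014). From the clustering of tissues of the same origin, the paper proposes that embryonic development leaves a footprint on the transcriptome of each tissue.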

All brain tissues are of ectodermic origin, as is hypophysis, and these tissues were clustered together in the first group of tissues. The second group comprised the adrenal and thyroid glands, tissues with double embryonic origin. The adrenal medulla derives from ectoderm (neural crest cells), while the cortex develops from mesoderm. The thyroid gland develops from two distinct embryonic lineages: follicular cells (which produce thyroxine) and parafollicular C-cells (which produce calcitonin) and are of endodermal and ectodermal neural crest origins, respectively [24]. Mesoderm gives origin to fat and muscle. Liver, and stomach and ileum epithelia are derived from endoderm. Finally, blood, the most separate and outlier tissue, is of mesoderm origin. Thus, it seems that embryonic development leaves a standing footprint on the transcriptome in each of the tissues.

### Functional analysis of extreme genes across embryo origins and tissues

We sought to investigate more in detail the genetic basis of the tissue arrangement by embryonic layers, and to pick up genes that can be differentially expressed in concerted action within each embryonic layer. To that end, we obtained the extreme gene probes differentiating the ectoderm tissues (olfactory bulb, hypothalamus, pineal gland, adenohypophysis and neurohypophysis), mesoderm (muscle and fat), and endoderm (liver, stomach and ileum). 

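The ectoderm tissues had 616 extreme probes against the mesoderm and endoderm tissues, 541 higher and 75 lower. Mesoderm had 133 (90 higher, 43 lower) and endoderm 100 (55 higher, 45 lower). Among all 792 sets of 5 of these 12 tissues, the ectoderm set was the one with most extreme probes, and the next, of both muscles, both fats and liver, had 97. Among the 495 sets of 4 tissues the mesoderm set ranked below olfactory bulb, hypothalamus, pineal gland and adenohypophysis (186). Among the 220 sets of 3 tissues, 4 had at least as many as endoderm, and olfactory bulb, hypothalamus and pineal gland had most (422). The median over the sets of each size was 0. With the thyroid gland, adrenal tissues and blood also among the rest, 177 probes stayed extreme in ectoderm, 47 in mesoderm and 18 in endoderm. Without the Large White female or the Iberian female in turn, mesoderm had 217 and 219 and endoderm 182 and 182, and without the Iberian male endoderm had 153.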

An extreme probe for each embryo layer was defined as for individual tissues, i.e., a probe whose all expression levels for that group of tissues were either smaller or larger than the levels for the rest of tissues (Material and Methods). We excluded thyroid and adrenal glands for being mixed tissues and blood, for outlier. The complete list in additional file 1. A pie-plot with differential gene ontology (GO) frequencies obtained with onto-express [25] is in Figure 3. A wide variety of GO were over represented in each layer; this fact, together with a large percentage of unknown or unannotated genes makes it somewhat difficult to interpret the results in detail.

**Figure 3:**
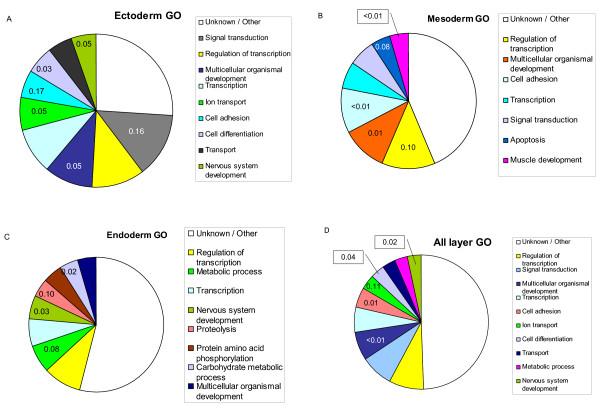
**Differential GO categories across embryo layers**. Percentage of the most frequent GO categories within extreme genes for each embryonic layer (**A**, ectoderm; **B**, mesoderm; **C**, endoderm; **D**, all genes in **A, B **and **C**). The number in each category is the false discovery rate (FDR) that the category is over represented with respect to the GO frequency across all genes in the microarray. The FDR is shown only if < 0.20.

Neverheless, some interesting results appeared. For instance, genes with ontologies like nervous development and ion transport – clearly related to central nervous system – were more frequent than expected within ectoderm extreme genes, as were genes involved in development (Figure 3A). In particular, some of the most overexpressed genes like INA (internexin neuronal intermediate filament protein), ASTN (astrotactin) or NAPIL2 (nucleosome assembly protein 1-like 2) are involved in neuron development, whereas others like GABRG2 (GABA A receptor) or SYT4 (synaptotagmin IV) are involved in normal neuron functioning. 

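Neuronal genes stood out among the extreme probes of the ectoderm tissues. Of 18 neuronal probes with a name, 7 were among the 181 named probes that were higher on all 20 ectoderm arrays than on any array of the other layers (adjusted p = 9.6e-07 from Fisher's exact test over 35 lists and 19 sets). The adrenal medulla list, which holds genes of catecholamine synthesis and secretory granules, had 3 of 14 there (adjusted p = 0.044). In the level of all its members, the neuronal list was higher in ectoderm for 16 of 18 probes and lower for 2 (adjusted p = 2.3e-12 from camera). SNAP25, of the synaptic vesicle fusion complex, was at 11.66 ± 0.62 on the ectoderm arrays (n = 20) and at 3.78 ± 0.92 on those of mesoderm and endoderm. UCHL1, a ubiquitin hydrolase of neurons, was at 11.40 ± 0.44 and 5.20 ± 0.82. Glia and myelin genes were higher for 15 of 25 probes and lower for 5 (adjusted p = 9.9e-06), a call that was lost with an estimated correlation (adjusted p = 0.12 with an estimated correlation). GFAP varied within ectoderm, at 9.68 ± 3.40, and CCL21, a chemokine, was the named probe farthest below the other layers, at 4.36 ± 0.24 against 7.17 ± 0.69.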

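INA, ASTN, NAP1L2 and SYT4 were higher on each of the 20 arrays of brain and hypophyses than on each of the 28 arrays of muscle, fat, liver, stomach and ileum. INA was at 10.42 ± 0.66 on the ectoderm arrays and 3.12 ± 0.30 on the others, a log2 difference of 7.29 (standard error 0.12, adjusted p = 3.7e-45 from limma). ASTN was at 8.36 ± 0.40 and 3.23 ± 0.31, and synaptotagmin 4 (SYT4), a calcium sensor of vesicles, at 8.69 ± 0.83 and 3.04 ± 0.36. The gap between the lowest ectoderm array and the highest of the others was 5.52 log2 units for INA, 4.09 for SYT4 and 3.68 for ASTN. Outside the layers compared, the adrenal medulla held INA at 8.04 ± 0.76 and SYT4 at 7.77 ± 0.66 (n = 4).

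**Figure D4:**
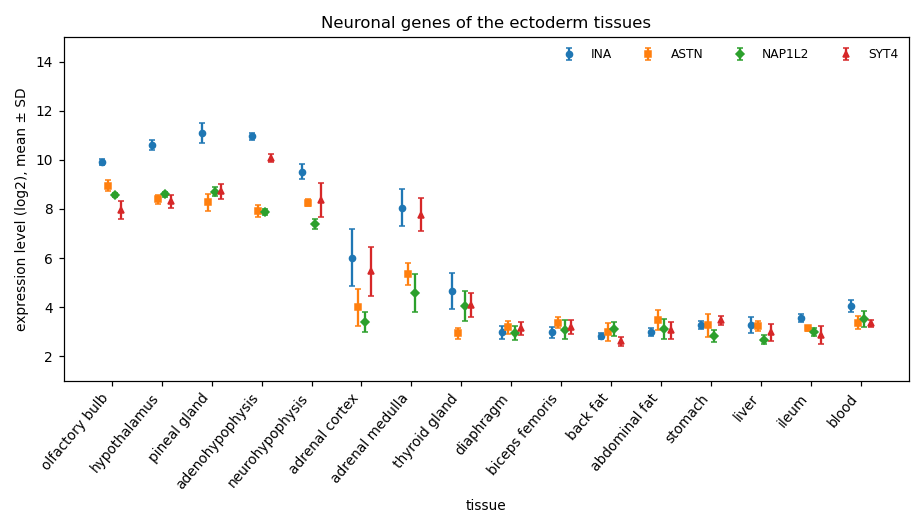
Log2 level (vertical axis, mean ± SD of 4 animals) of INA, ASTN, NAP1L2 and SYT4 in the 16 tissues (horizontal axis). All 4 are high in the 5 tissues on the left, and the adrenal medulla lies between these and the other tissues, with INA at 8.04 ± 0.76.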

The case of NAP1L2 (nucleosome assembly protein 1-like 2) is particularly interesting. Although, according to *Pubmed*, 'the function of this family member is unknown, mouse studies suggest that it represents a class of tissue-specific factors interacting with chromatin to regulate neuronal cell proliferation'. Our results strongly suggest that NAP1L2 is involved in neuronal system and that the function is maintained across species.

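NAP1L2 was at 8.71 ± 0.18 in pineal gland, 8.59 ± 0.09 in hypothalamus, 8.56 ± 0.07 in olfactory bulb, 7.87 ± 0.13 in adenohypophysis and 7.38 ± 0.21 in neurohypophysis (n = 4 each). The adrenal medulla and the thyroid gland followed at 4.58 ± 0.76 and 4.03 ± 0.61, and liver was lowest at 2.67 ± 0.18. Over the layers the log2 difference of ectoderm from the others was 5.26 (standard error 0.10, adjusted p = 6.1e-43 from limma), and 3.69 log2 units separated the lowest ectoderm array from the highest other array. From this level in nervous tissues, the paper proposes that NAP1L2 is involved in the neuronal system and that its function is kept across species.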

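Muscle and fat genes were high in the mesoderm tissues as groups, with each group led by its own tissue. Of 18 probes of the skeletal muscle list, 17 were higher in mesoderm than in the ectoderm and endoderm tissues and 1 was lower (adjusted p = 6.6e-14 from camera). Of 31 adipocyte probes, 29 were higher and none was lower (adjusted p = 1.3e-15). Their levels were uneven within mesoderm. CKM was at 9.16 ± 4.55 over the 16 arrays of muscle and fat, and FABP4 at 11.33 ± 2.02. Among the 52 named probes higher on all mesoderm arrays than on any other, 3 were of the adipocyte list (adjusted p = 0.015 from Fisher's exact test). These include the lipase PNPLA2, which releases fatty acids from triglycerides and was at 11.23 ± 0.55 (n = 16) against 8.21 ± 0.53. TOX3, which encodes a chromatin protein, had the largest gap below the other arrays, at 3.57 ± 0.38 against 7.04 ± 1.13.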

In parallel to results for ecctoderm tissues, the most significant enriched ontology was muscle development in the mesoderm (Figure 3B). 

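Several homeobox genes of limb and muscle development were higher on all 16 arrays of muscle and fat than on all 32 arrays of the ectoderm and endoderm tissues. HOXD8 was at 4.24 ± 0.57 on the arrays of the other layers (n = 32) and higher on those of mesoderm (n = 16) by 3.95 log2 units (standard error 0.10, adjusted p = 1.0e-36 from limma). PRRX1 was at 7.57 ± 0.49 on the mesoderm arrays and 4.07 ± 0.66 on the others (adjusted p = 3.5e-34). MEOX2 was at 4.08 ± 0.37 and 2.72 ± 0.13 (adjusted p = 2.6e-25), low in every tissue, and its gap between the lowest mesoderm array and the highest other array was 0.48 log2 units. In the adrenal tissues, left out of the layers for their mixed origin, HOXD8 was higher than in muscle or fat, at 9.91 ± 0.16 in cortex and 9.74 ± 0.38 in medulla, and PRRX1 was at 6.68 ± 0.24 and 6.44 ± 0.26 (n = 4 each). Blood held MEOX2 at 3.43 ± 0.34, the highest after muscle and fat.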

Here, some of the most extreme genes were Hox genes involved in limb development and myogenesis (e.g., PRRX1, HOXD8 and MEOX2). In particular, it has been suggested that PRRX1 and HOXD8 are also involved in the urogenital tract development, also of mesoderm origin. 

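SGCD, part of the complex that ties the cytoskeleton of muscle fibres to the matrix, was higher in muscle and in fat than in every other tissue. It was at 9.03 ± 0.29 in *Biceps femoris*, 8.09 ± 0.14 in diaphragm, 7.15 ± 0.19 in back fat and 7.16 ± 0.13 in abdominal fat (n = 4 each), and at 4.02 ± 0.43 in stomach, the next tissue. The log2 difference between mesoderm and the other layers was 4.31 (standard error 0.09, adjusted p = 5.9e-42 from limma). The lowest mesoderm array lay 2.34 log2 units above the highest array of the other layers.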

The two top extreme genes for mesoderm tissues gamma-sarcoglycans (SGCD and SGCG) are also involved in muscle development. As for the endoderm (liver, ileum and stomach), an excess of genes involved in general metabolism was observed, although we also found a significant enrichment in nervous development genes (Figure 3C). 

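On average over liver, stomach and ileum, genes of the hepatocyte, complement and enterocyte lists were high and neuronal genes low. Against the ectoderm and mesoderm tissues, 31 of 32 hepatocyte probes were higher in endoderm and none was lower (adjusted p = 3.5e-16 from camera), as were all 26 of the complement and coagulation list (adjusted p = 4.5e-27) and all 15 of the enterocyte list (adjusted p = 2.3e-13). Of 18 neuronal probes, 16 were lower in endoderm and none was higher (adjusted p = 1.3e-09). SNAP25 was at 4.48 ± 1.00 on the endoderm arrays (n = 12) and at 7.92 ± 4.27 on the others, which include brain. The microtubule protein MAP2 was at 5.59 ± 1.62 and 8.42 ± 3.05, and NDN, the gene of a growth suppressor of neurons, was below all others by the widest gap among named probes, at 5.39 ± 0.54 against 8.35 ± 0.85. Single tissues led these means. The hepatocyte list had a mean log2 difference of 6.83 in liver and 2.11 over the layer, and 14 of the 15 enterocyte probes were lower in stomach than in ileum. Among the 29 named probes higher on all endoderm arrays, none was of these 2 lists, and the complement list was the only one of the 35 lists over-represented, with 3 members (adjusted p = 0.0019 from Fisher's exact test).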

Two of the most overexpressed extreme genes, HNF4A (hepatocyte nuclear factor 4, alpha) and FOXA3 (hepatocyte nuclear factor 3 or forkhead box A3) are known to be involved in liver development, and it is suspected that HNF4A can play a role also in intestine development, which is supported by our data. 

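HNF4A, a nuclear receptor of liver and gut epithelium, was at 9.70 ± 0.57 in liver, 9.36 ± 0.41 in ileum and 8.56 ± 0.52 in stomach (n = 4 each). Blood was next at 6.56 ± 0.07, and the ectoderm and mesoderm arrays had a mean of 5.05 ± 0.29 (n = 36). The log2 difference of endoderm from these was 4.16 (standard error 0.09, adjusted p = 4.2e-39 from limma), and 2.40 log2 units separated the lowest endoderm array from the highest of the others. FOXA3, a forkhead factor, was highest in stomach at 8.74 ± 0.28, then in liver at 7.50 ± 0.67 and ileum at 5.75 ± 0.31, against 3.63 ± 0.33 on the arrays of the other layers (log2 difference 3.69, standard error 0.11, adjusted p = 1.4e-34).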

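The genes that the paper names for the complement pathway were higher in all 3 endoderm tissues, but not all in the same order. C5 was at 11.39 ± 0.10 in liver, 9.14 ± 0.53 in ileum and 7.56 ± 0.67 in stomach (n = 4 each). Factor B (BF), of the alternative pathway, was at 13.04 ± 0.07, 9.57 ± 0.69 and 11.30 ± 0.67 in the same order. The alpha chain of the C4 binding protein (C4BPA), an inhibitor of the classical pathway, was higher in ileum (9.60 ± 0.41) and stomach (9.31 ± 1.17) than in liver (5.61 ± 0.27). Syndecan 1 (SDC1), a proteoglycan of the cell surface, was at 5.62 ± 0.81 in liver, 5.50 ± 0.57 in ileum and 5.44 ± 0.69 in stomach. Against the ectoderm and mesoderm arrays the log2 difference was 5.80 for C5 (adjusted p = 2.8e-37 from limma), 5.64 for BF (adjusted p = 1.8e-35), 4.02 for C4BPA (adjusted p = 2.5e-34) and 2.24 for SDC1 (adjusted p = 1.3e-22). Thyroid gland, which was not among the layers, held C5 at 6.48 ± 1.08.

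**Figure D5:**
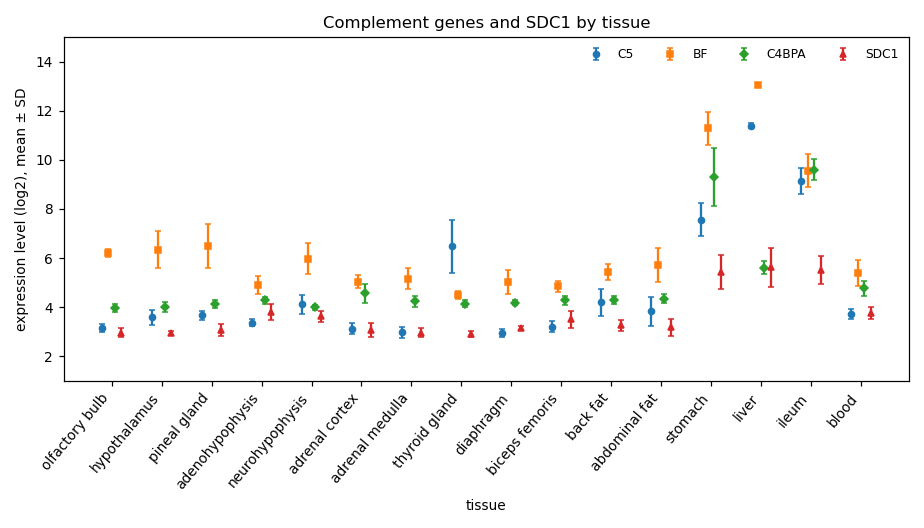
Log2 level (vertical axis, mean ± SD of 4 animals) of C5, BF, C4BPA and SDC1 in the 16 tissues (horizontal axis). The 4 genes are highest in stomach, liver and ileum, with C4BPA at 9.60 ± 0.41 in ileum and 5.61 ± 0.27 in liver.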

Intriguingly, some of the most extreme overexpressed genes were involved in the complement pathway (C5, BF, SDC1, C4BPA), may be as a consequence of the defense function of the ileum. Finally, when all extreme genes across the three embryo layers were considered jointly (Figure 3D), the most significant ontologies were nervous system development, cell differentiation, cell adhesion and multicellular organism development, which again suggests a sound biological interpretation.

We also obtained the extreme probes for each of the individual tissues. 

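Marker genes of cell types were over-represented among the extreme probes of several tissues. In stomach the trefoil factor TFF1 was at 13.64 ± 0.35 (n = 4) against 4.86 ± 0.51 in the other tissues, and gastrokine 1 (GKN1) at 13.45 ± 0.17 against 3.57 ± 0.81, and 8 of 13 gastric epithelium probes were extreme (adjusted p = 2.0e-12 from Fisher's exact test). In ileum 7 of 15 enterocyte probes, 16 of 25 proliferation probes, 4 of 4 B cell probes and 5 of 7 probes of MHC class II were extreme (adjusted p = 7.1e-06, 1.4e-16, 3.9e-05 and 2.7e-05). The cyclin CCNB1 was at 9.79 ± 0.36 there and the B cell receptor gene CD79B at 8.27 ± 0.80. In thyroid gland 6 of 9 thyroid probes were extreme (adjusted p = 2.3e-08), including iodotyrosine deiodinase (IYD) at 10.89 ± 0.57. Back fat had 4 of 31 adipocyte probes (adjusted p = 3.1e-05) and the adrenal medulla 2 of 14 of its own list (adjusted p = 6.6e-04), with PNMT at 11.35 ± 0.46 against 5.14 ± 1.29. Over 35 lists and the high extreme probes of 16 tissues and 3 layers, 29 of 665 pairs passed. Among the probes brighter than the median alone, 14 passed.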

The main over represented biological process per tissue is in Table 1, and a complete list of the genes is in additional file 2. 

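Different named genes led the extreme probes of each brain tissue. In olfactory bulb, neuropeptide Y (NPY) was at 9.53 ± 0.34 (n = 4) against 2.88 ± 0.30 elsewhere, and the calcium sensor secretagogin (SCGN) at 9.51 ± 0.27. Of the neuronal list 4 of 18 probes were extreme there (adjusted p = 2.0e-04 from Fisher's exact test) and of the olfactory bulb list 2 of 4 (adjusted p = 0.0077). In hypothalamus the calcitonin receptor (CALCR) and prodynorphin (PDYN) were at 8.35 ± 0.38 and 8.11 ± 0.73 against 4.31 ± 1.16 and 4.07 ± 0.93 in the other tissues, and 3 of 25 glia and myelin probes were extreme (adjusted p = 0.016). In adenohypophysis 11 of 20 probes of its list were extreme (adjusted p = 1.9e-15). They include the pituitary transcription factor POU1F1, at 9.97 ± 0.31 against 2.66 ± 0.22. In the pineal gland the potassium channel KCNMA1 led, at 7.14 ± 0.52 against 3.67 ± 0.57, and in neurohypophysis EGFL6, a secreted protein, at 8.88 ± 0.34 against 4.25 ± 0.64.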

Results confirmed, overall, previous biological knowledge. brain tissues (olfactory bulb, hypophyses, pineal gland and hypothalamus) exhibited a large number of genes in signalling pathways (see also Figure 3A). The highly oxidative muscle diaphragma was enriched in genes involved in ATP synthesis through citrate cycle and oxidative phosphorylation, whereas *biceps femori *(glycolytic muscle) extreme genes were often related to the production of ATP by glycolysis and sugar pathway. 

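Oxidative genes were higher in diaphragm and glycolytic ones in *Biceps femoris*. Between the muscles, 29 of 59 probes of oxidative phosphorylation were higher in diaphragm and 2 lower, or 33 and 4 adjusted over the list alone, with a mean log2 difference of 0.40 (adjusted p = 9.7e-11 from camera). Of 29 citrate cycle probes 12 were higher and 1 lower, or 13 and 1 adjusted over the list alone (adjusted p = 1.0e-04). These calls did not hold with an estimated correlation (adjusted p = 0.23 and 0.38 with an estimated correlation). Of 35 probes of glycolysis and glycogen, 15 were lower in diaphragm and 2 higher (adjusted p = 1.4e-05), as were 9 of 16 of the fast glycolytic fibre list and none higher (adjusted p = 4.8e-06). The fast myosin MYH2 was at 9.59 ± 1.52 in diaphragm and 13.15 ± 0.33 in *Biceps femoris* (n = 4 each), and glucose phosphate isomerase (GPI) at 10.92 ± 0.27 and 11.99 ± 0.15 (adjusted p = 6.9e-09 from limma). The calcium pumps went apart, with the fast ATP2A1 at 7.94 ± 0.73 and 9.62 ± 0.27 and the slow ATP2A2 at 12.81 ± 0.06 and 12.28 ± 0.11. NDUFA5, of complex I, was at 9.52 ± 0.12 and 8.00 ± 1.54. The *Biceps femoris* array of the Iberian female, which lay apart from the others, had a mean of 9.32 over the oxidative phosphorylation list, and the other 3 had 9.59 to 9.73. Among the extreme probes, diaphragm had 19 of 59 probes of oxidative phosphorylation and 8 of 29 of the citrate cycle (adjusted p = 2.8e-22 and 1.8e-08 from Fisher's exact test), and *Biceps femoris* 13 of 35 of glycolysis and glycogen (adjusted p = 1.9e-15).

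**Figure D6:**
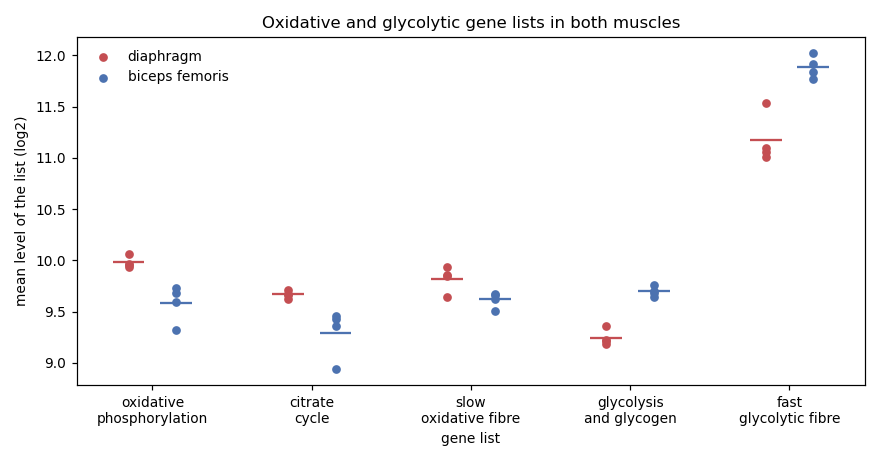
Mean log2 level (vertical axis) of 5 gene lists (horizontal axis) on the 4 arrays of each muscle (points, 1 per animal) with their mean (line). In the citrate cycle and oxidative phosphorylation the diaphragm is above *Biceps femoris* in every animal, and in glycolysis and glycogen and in the fast glycolytic fibre list it is below in every animal.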

The liver extreme genes were in the urea cycle pathway and bile acid and amino acid metabolisms; blood genes pertained to hematopoietic processes and signaling pathway systems.

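In liver some enzymes of the urea cycle and most of the plasma proteins were extreme. All 5 urea cycle probes were higher than in the other tissues (adjusted p = 3.2e-11 from camera), with carbamoyl phosphate synthetase 1 (CPS1) at 11.45 ± 0.19 (n = 4) against 3.86 ± 1.18 and ornithine transcarbamylase (OTC) at 8.73 ± 0.09 against 3.36 ± 0.82. Of these 5, 3 were extreme (adjusted p = 0.017 from Fisher's exact test). Arginase (ARG1) was at 11.56 ± 0.64 in liver and at 11.83 ± 0.48 in blood. The coagulation factor F9 was at 11.96 ± 0.12 and the apolipoprotein APOA2 at 11.44 ± 0.18, against 3.67 ± 0.34 and 3.00 ± 0.34. Of the hepatocyte list 31 of 32 probes were extreme and of the complement and coagulation list 24 of 26 (adjusted p = 1.3e-39 and 4.4e-29). The glycolytic enzyme GAPDH was below all other tissues in liver, at 5.84 ± 0.28 against 9.32 ± 0.95. In blood 4 of 5 erythroid probes, 4 of 5 platelet probes and 6 of 19 myeloid probes were extreme (adjusted p = 0.0037, 0.0037 and 0.037), with the haem synthesis enzyme ALAS2 at 13.88 ± 0.03, the platelet integrin ITGA2B at 9.50 ± 0.10 and the neutrophil protein S100A9 at 9.36 ± 1.11. Probes of the interferon response (9 of 20) and of MHC class I (7 of 20) were extreme in blood as well (adjusted p = 1.5e-04 and 0.0087).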

### Mixed model analysis

Mixed model analyses were highly successful in modelling transcriptome variability (Table 2). For instance, for model (2) the fraction of unexplained variance was very small, 1 - $h_{P}^{2}$ - $h_{PT}^{2}$ = 0.03, and ~15% in the rest of models. This means that the set of expression levels can be very accurately modelled as a random normal variate in the log scale. 

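The level of the probes themselves made up most of the variance of the log2 values. Probe accounted for a share of 0.848 in model 1, which left 0.152 as residual. With probe × tissue added in model 2 the residual share was 0.0231. It was 0.153 in model 3, with probe × breed in its place, and 0.153 in model 4, with probe × sex. The residual was not the same in the tissue groups. Fitted separately with all interactions, it was 0.0120 in the endocrine tissues, 0.0170 in brain, 0.0238 in the metabolic tissues and 0.0245 in the structural ones. These shares are computed over 23935 probes on 64 arrays and rest on 4 animals.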

Note that models (1 – 4) were highly parsimonious: a few parameters, i.e., the variance components and the fixed effects tissue, sex and breed were needed to model the data. By far, the largest variance component was that of the probe, which explained overall at least 85% of the total variability (Table 2). 

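Differences between tissues made up a share of 0.136 of the variance in model 2, with probe × tissue beside probe. Among the tissue groups, this share was 0.157 in the metabolic tissues, which hold liver, stomach, ileum and blood, 0.0749 in muscle and fat, 0.0575 in the endocrine tissues and 0.0559 in brain, with all interactions in the model. Breed and sex had small shares beside it. Probe × breed alone had an estimate of -0.00158 and probe × sex of -0.00212, below 0, with tissue left in the residual. With tissue, breed and sex together, the shares were 0.136, 0.00258 and 0.00204, so that probe × tissue was 53.0 times probe × breed and 66.9 times probe × sex. Among the probes brighter than the median, the share of probe × tissue was 0.288.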

The interaction probe × tissue ($\sigma_{PT}^{2}$) accounted for 11% of phenotypic variance (model 2), whereas the total variances explained by probe × breed or probe × sex were marginal, only about 1% (models 3 and 4). These were the *global *variance estimates, when all probes were considered jointly. It does not follow that sex or breed were not associated to changes in gene expression. The relative importance of sex or breed did increase when we restricted the analysis to a data subset. For instance, the percentage of total variance explained by breed or sex increased to 25% or 48% when we used the 100 most differentially expressed genes between breeds or between sexes, respectively (last two rows of Table 2). 

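Among the 100 probes with the largest sex z-score, probe × sex made up 0.411 of the variance and probe 0.275. The Y-linked DDX3Y, an RNA helicase, led these, at 9.58 ± 0.44 in the Large White male, 2.64 ± 0.26 in the Large White female, 9.23 ± 0.58 in the Iberian male and 2.66 ± 0.21 in the Iberian female (SD over 16 tissues). Among the 100 with the largest breed z-score, probe × breed made up 0.236 and probe 0.461. The probe ATP6V1G2, a subunit of a proton pump by the paper's name, led these, at 7.85 ± 0.71 in the Large White male, 8.61 ± 0.82 in the Large White female, 4.72 ± 0.48 in the Iberian male and 4.83 ± 0.54 in the Iberian female. The remaining split of the 4 animals, Large White male and Iberian female against Large White female and Iberian male, follows neither factor. Its 100 probes with the largest z-score gave a share of 0.0703. In all 3 cases the probes were chosen by the difference whose share was then measured.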

Symmetrically, the relevance of probe effect decreased for these data subsets.

**Table 2:** Parameter estimates

**Model**	**Dataset**	$h_{P}^{2}$	$h_{PT}^{2}$	$h_{PB}^{2}$	$h_{PS}^{2}$
**1**	Complete	0.87	-	-	-
**2**	Complete	0.86	0.11	-	-
**3**	Complete	0.85	-	0.01	-
**4**	Complete	0.85	-	-	0.01
**3**	100 largest z^b^	0.46	-	0.25	-
**4**	100 largest z^s^	0.25	-	-	0.48

### Differential gene expression

At a false discovery rate FDR < 0.05, we identified 19 and 33 genes differentially expressed between sexes and breeds, respectively. 

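Among the probes of Table 3, DDX3Y had the largest sex z-score at 43.52, and DENND4A the largest in size toward females at -37.16. By z-scores on log2 values at an FDR of 0.05, 94 probes differed between sexes, 57 higher in males and 37 in females, and 242 between breeds, 95 higher in Large White and 147 in Iberian. The probe named EIF2S3 was at 8.56, 2.57, 8.81 and 2.55 in the Large White male, Large White female, Iberian male and Iberian female. The immunoglobulin gene IGHM was at 9.14, 9.05, 5.98 and 5.92 in the same order. The third split of the animals had 244 probes past the same FDR. With 23935 simulated probes none of which was shifted between 2 animals and 2, the rule called 155, and with 200 probes shifted by 1 log2 unit it recovered 100% and called 26 others. Each split had 1 animal apart from the other 3 in a share of its probes, 73.4% for sex, 39.7% for breed and 81.6% for the third split, against 70.3% of all probes. When the means of the 4 animals were tested with limma, which leaves 1 residual degree of freedom, 15 probes differed between sexes and 22 between breeds. With the 64 arrays taken as independent, 348 and 3045 did, and with the animal as a block 446 and 3496, at a consensus correlation of -0.0063. Without the Large White male in turn, the count for sex was 153.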

The complete lists together with tentative annotations [26] are in Tables 3 and 4. 

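Probes of MHC class I, which presents peptides to T cells, differed between single animals. 1 probe of HLA-B was at 2.98 ± 0.34 in the Large White male, 2.96 ± 0.32 in the Large White female, 4.93 ± 0.90 in the Iberian male and 2.88 ± 0.40 in the Iberian female (SD over 16 tissues). Another HLA-B probe was at 3.06 ± 0.54 in the Large White male, 2.94 ± 0.48 in the Large White female, 3.42 ± 0.87 in the Iberian male and 6.03 ± 1.33 in the Iberian female. Each animal that stood apart did so in all 16 tissues, where the Iberian male was higher by 1.99 ± 0.89 for the first HLA-B probe and the Iberian female by 2.89 ± 0.97 for the other. The z-scores were 6.61 and -8.03 for sex and -5.51 and -10.18 for breed in the same order. A single animal decides some of these directions. Without the Iberian male the breed z-score of the HLA-B probe that was high in that male was 0.44, and without the Iberian female the sex z-score of the HLA-B probe that was high in that female was 1.67.

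**Figure D7:**
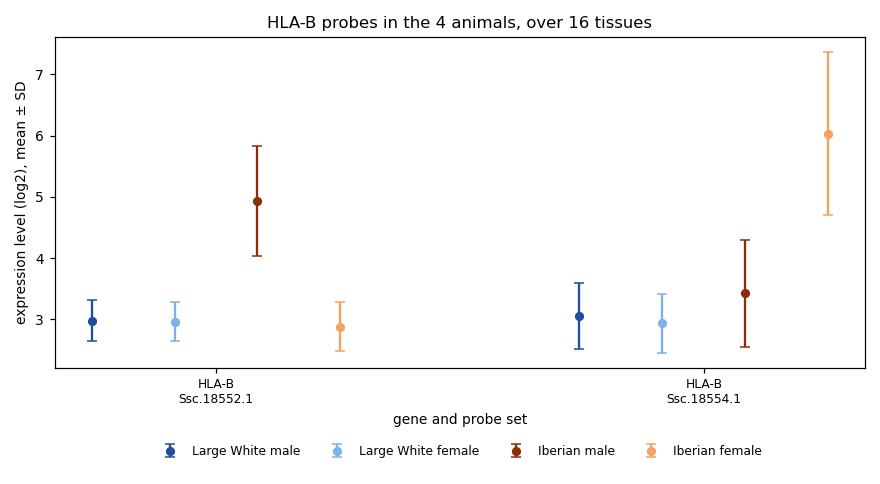
Log2 level (vertical axis, mean ± SD of 16 tissues) of 2 HLA-B probes in the 4 animals (horizontal axis). A single animal stands apart for each probe, as the Iberian female does at 6.03 for one of them.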

Two of the genes, orthologous to human genes in the HLA-A and HLA-B complex, were differentially expressed simultaneously between breeds and between sexes. However, there was no correlation overall between tissue, breed or sex effects. This was evident from the pattern in Figure 4, which displays the relation between *z*^*b *^and *z*^*s *^scores (top figure) and between *z*^*b *^scores and the standard deviation of the probe × tissue solutions (bottom figure). 

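Over all 23935 probes, the breed and sex z-scores had a Pearson correlation of 0.0023 and a Spearman correlation of 0.0203, across probes, which are not independent replicates. Their sizes were related, with a correlation of 0.204 between absolute z-scores. The breed z-score had a correlation of 0.0463 with the SD between tissues and the sex z-score one of 0.0719, and for absolute z-scores these were 0.176 and 0.124. Probes that differed between sexes had a median SD between tissues of 0.653, those that differed between breeds 0.683, and all probes 0.477. In all, 38 probes passed in both contrasts, where 0.95 would be shared by independent lists. HLA-B, ECHDC1 and MTCH2 were among them. The third split shared 54 probes with sex and 68 with breed, where 0.96 and 2.47 would be shared by chance. The same 4 animals enter all of these contrasts, and an animal that stands apart is counted in each. From the lack of correlation over probes, the paper concludes that sex and breed influence the transcriptome through different genetic programmes.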

If there were a relation, we would see the dots around a diagonal rather than close to the axes. Thus, each of the factors studied here, sex and breed, influence the transcriptome through different genetic programmes.

**Table 3:** Differentially expressed genes between sexes at FDR < 0.05

Gene	Symbol	Probe	*z*-score	Function, GO-process
DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	DDX3Y	Ssc.7473.1.A1_at	20.96	Nucleoside-triphosphatase activity
Eukaryotic translation initiation factor 2, subunit 3 gamma,	EIF2S3	Ssc.16426.1.S1_at	20.19	Protein metabolism/translation regulator activity
FAM5C – family with sequence similarity 5, member C	FAM5C	Ssc.6667.1.A1_at	-18.80	Unknown
Eukaryotic translation initiation factor 1A, Y-linked	EIF1AY	Ssc.26799.1.S1_at	18.77	Translational initiation/translation regulator activity
DENN/MADD domain containing 4A	DENND4A	Ssc.13426.1.A1_at	-18.07	Regulation of transcription, DNA-dependent
Protein tyrosine phosphatase, receptor type, M	PTPRM	Ssc.31029.1.A1_at	-16.39	Protein amino acid dephosphorylation/protein tyrosine phosphatase activity
Latrophilin 2	LPHN2	Ssc.21512.1.A1_at	-15.40	Neuropeptide signaling pathway/signal transducer activity
Homeodomain interacting protein kinase 2	HIPK2	Ssc.2434.1.A1_at	-14.25	Positive regulation of programmed cell death/transcription regulator activity
Circadian locomoter output cycles kaput; clock homolog	CLOCK	Ssc.4897.1.A1_at	-14.10	Circadian rhythm/transcription regulator activity
Thymosin, beta 4, X-linked	TMSB4X	Ssc.27304.1.S1_at	12.26	Cytoskeleton organization and biogenesis/actin binding
Ubiquitously transcribed tetratricopeptide repeat gene, Y-linked	UTY	Ssc.27236.1.S1_at	11.10	Unknown. Positive regulation of growth rate (*C. elegans*)
Jumonji, AT rich interactive domain 1C	JARID1C	Ssc.21814.1.S1_at	8.41	Regulation of transcription, DNA-dependent/oxidoreductase activity
Ubiquitously transcribed tetratricopeptide repeat, X chromosome	UTX	Ssc.15821.1.S1_at	7.45	Unknown. Positive regulation of growth rate (*C. elegans*)
Glutathione S-transferase A1	GSTA1	Ssc.16377.1.A1_at	6.67	Glutathione metabolism/transferase activity
Major histocompatibility complex, class I, A	HLA-A	Ssc.13780.11.S1_x_at	4.81	Antigen processing, endogenous antigen via MHC class I/MHC class I receptor activity
Major histocompatibility complex, class I, B	HLA-B	Ssc.18552.1.S1_at	4.39	Antigen processing, endogenous antigen via MHC class I/MHC class I receptor activity
Major histocompatibility complex, class I, B	HLA-B	Ssc.18554.1.S1_x_at	-4.38	Antigen processing, endogenous antigen via MHC class I/
Zinc finger protein, X-linked	ZFX	Ssc.26228.1.S1_at	4.19	Regulation of transcription/transcriptional activator activity
Hypothetical protein FLJ20035	Q8IY21	Ssc.18924.1.A1_at	-3.95	Unknown

*z *– scores correspond to male minus female contrasts.

**Table 4:** Differentially expressed genes between breeds at FDR < 0.05

Gene	Symbol	Probe	z-score	Function, GO-process
Prostaglandin E synthase 2	PTGS2	Ssc.25850.1.A1_at	10.20	Regulation of inflammatory response/prostaglandin-endoperoxide synthase activity
Hypothetical protein DKFZp313A2432	Q8NHG7	Ssc.29609.2.A1_at	- 9.11	Unknown
ATPase, H+ transporting, lysosomal 31 kDa, V1 subunit E1	ATP6V1G2	Ssc.12005.1.A1_at	8.97	Purine ribonucleotide metabolism/ion transporter activity
Synovial sarcoma, X breakpoint 2 interacting protein	SSX2IP	Ssc.28283.1.A1_at	8.89	Cell adhesion
Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A	SEMA3A	Ssc.29388.1.A1_at	7.74	Cell differentiation (nervous system development)
DIDO1 death inducer-obliterator 1	DATF1	Ssc.14412.1.A1_at	7.46	Apoptosis (*M. musculus*)/regulation of transcription, DNA-dependent
Hypothetical protein DKFZp313A2432	Q8NHG7	Ssc.29609.1.S1_at	- 7.18	Unknown
Immunoglobulin heavy constant mu	IGHM	Ssc.7706.1.A1_at	7.09	Response to biotic stimulus/signal transducer activity
Major histocompatibility complex, class I, B	HLA-B	Ssc.18554.1.S1_x_at	- 6.61	Antigen processing, endogenous antigen via MHC class I/MHC class I receptor activity
Armadillo repeat containing, X-linked 1	ARMCX1	Ssc.5616.1.S1_at	- 6.42	Cellular component
Tousled-like kinase 2	TLK2	Ssc.30422.1.A1_at	6.36	Establishment and/or maintenance of chromatin architecture/transferase activity, transferring phosphorus-containing groups
Follistatin-like 4	FSTL4	Ssc.11743.1.S1_at	- 6.15	Calcium ion binding
Hypothetical protein	Q8N5E3	Ssc.1256.1.A1_at	- 6.03	Unknwon
Transcription factor CP2	TFCP2	Ssc.7954.1.A1_at	- 5.83	Regulation of nucleic acid metabolism/transcription regulator activity
Major histocompatibility complex, class I, A	HLA-A	Ssc.13780.11.S1_x_at	- 5.60	Antigen processing, endogenous antigen via MHC class I/MHC class I receptor activity
Golgi phosphoprotein 4	GOLPH4	Ssc.25176.1.A1_at	- 5.12	Cellular component
Enoyl Coenzyme A hydratase domain containing 1	ECHDC1	Ssc.1146.1.S1_at	4.86	Metabolism/catalytic activity
Glycoprotein M6B	GPM6B	Ssc.8133.1.A1_at	4.85	Cell differentiation (nervous system development)/molecular function unknown
Hypothetical protein	C21orf88	Ssc.22421.1.A1_at	- 4.68	Unknwon
Polo-like kinase 2	PLK2	Ssc.29934.1.A1_at	- 4.67	Positive regulation of signal transduction/transferase activity, transferring phosphorus-containing groups
Hypothetical protein	Q9NV98	Ssc.5839.2.A1_at	- 4.67	Unknwon
Lysozyme	LYZ	Ssc.670.1.S1_at	- 4.58	Cellular catabolism (cell death)/hydrolase activity, acting on glycosyl bonds
RAB18, member RAS oncogene family	RAB18	Ssc.30567.1.A1_at	- 4.56	Endocytosis/pyrophosphatase activity
Zinc finger protein 12	ZNF12	Ssc.10665.1.A1_at	- 4.56	Regulation of cellular process/zinc ion binding
Splicing factor, arginine/serine-rich 2, interacting protein	SFRS2IP	Ssc.12708.1.A1_at	- 4.50	mRNA processing
Immunoglobulin heavy constant mu	IGHM	Ssc.11070.1.S1_at	- 4.46	Response to biotic stimulus/signal transducer activity
Synapsin III	SYN3	Ssc.3880.1.S1_at	-4.43	Regulation of neurotransmitter levels (transmission of nerve impulse)/purine nucleotide binding
Deleted in liver cancer 1	DLC1	Ssc.18150.1.A1_at	- 4.40	Negative regulation of growth/enzyme regulator activity
DEAD (Asp-Glu-Ala-Asp) box polypeptide 17	DDX17	Ssc.8674.1.A1_at	4.24	Nucleobase, nucleoside, nucleotide and nucleic acid metabolism/nucleoside-triphosphatase activity
Potassium channel modulatory factor 1	KCMF1	Ssc.25963.1.A1_at	4.16	Channel or pore class transporter activity
Mitochondrial carrier homolog 2	MTCH2	Ssc.6054.2.S1_at	- 4.12	Transport
Cytoskeleton-associated protein 4	CKAP4	Ssc.2147.2.A1_at	4.09	Cellular component
Blood vessel epicardial substance	BVES	Ssc.15540.1.A1_at	- 3.82	Muscle development

z – scores correspond to Large White minus Iberian contrasts.

**Figure 4:**
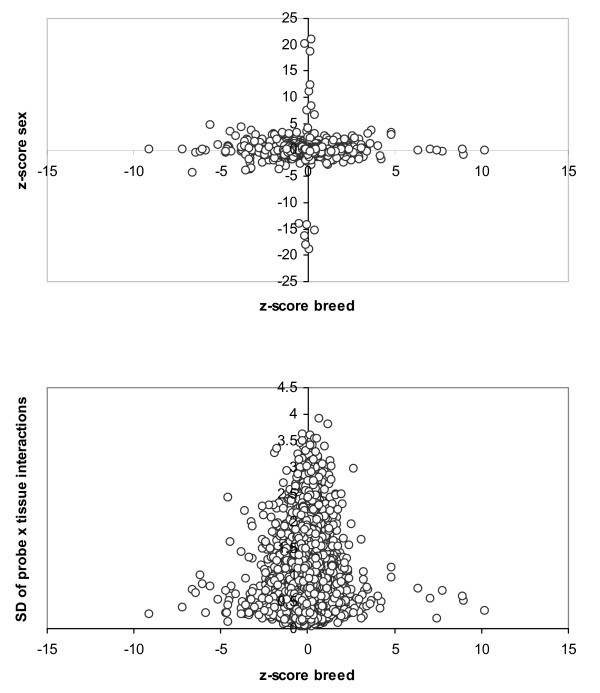
**Relation between *z*-scores**. Plot of *z*-scores of breeds and sexes (top), and between the breed *z*-scores and the standard deviation within probes of *Probe × Tissue *solutions (bottom).

We performed a clustering of probes and samples using only the differentially expressed genes from Tables 3 and 4. 

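The 94 probes that differed between sexes placed all 64 arrays with their own sex in 2 branches, by complete and by average linkage, and so did the 19 probes of Table 3. For breed the result depended on the list. The 33 probes of Table 4 placed all 64 arrays with their own breed. With all 242 probes that passed here, 34 arrays lay in the branch of their own breed by complete linkage and 32, the lowest number possible, by average linkage. The branches then followed the tissues, with brain and endocrine tissues in one and muscle, fat, liver, ileum and blood in the other, and the stomach arrays divided between them. As these probes were chosen on the same arrays, a separation by the factor they were chosen for is not independent evidence.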

Results were drawn in Figure 5, where the discrimination between sexes (top) and breeds (bottom) is neat and clearly visible. This clustering contrasts with that in Figure 1 where all probes were employed. The discrepancy occurs because the expression pattern of most genes is primarily affected by the tissue and not so much by sex or breed, as discussed. However, as Figure 5 clearly shows, this does not mean that a careful selection of probes does not allow us to discriminate samples between according to sex or breed.

**Figure 5:**
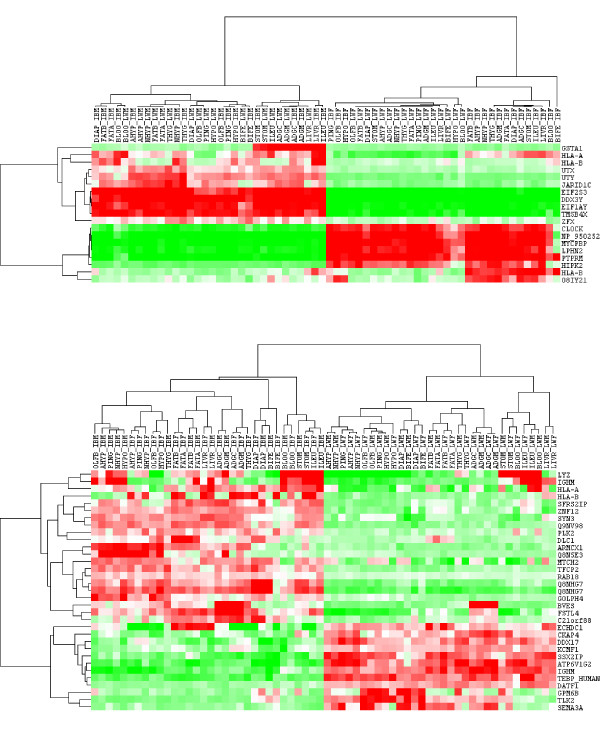
**Sample clustering using differentially expressed genes**. Genes differentially expressed between sexes (top) and breeds (bottom).

The list of differentially expressed genes between sexes comprised eight X or Y linked genes, based on the localization of orthologous human genes (Table 3). Note that three X-linked genes were up-regulated in males (ZFX, UTX and TMSB4X), a phenomenon also observed by Yang et al. [14] although for different genes. 

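The probes that Table 3 names for TMSB4X, UTX and ZFX were each higher in both males than in both females. Whether these probes read the X-linked genes themselves was not tested. TMSB4X, an actin binding protein, was at 10.50 ± 0.84 in the Large White male, 5.14 ± 0.49 in the Large White female, 10.70 ± 0.69 in the Iberian male and 4.97 ± 0.47 in the Iberian female (SD over 16 tissues), with a z-score of 35.75. The histone demethylase UTX was at 4.04, 2.50, 3.96 and 2.56 in the same order. In both, each male was above each female in all 16 tissues. ZFX, a zinc finger protein, was at 4.85, 3.76, 4.85 and 3.77 and the sexes did not overlap in 15 tissues. The other 4 TMSB4X probes and the other 2 of ZFX did not pass, and one of the former was at 12.39, 12.60, 12.49 and 12.55. KDM6A, the current name of UTX, has another probe that was higher in females, at 5.83, 6.53, 5.76 and 6.63 (z-score -5.11). Of 14 probes of the X-linked partners of Y genes, 3 passed (adjusted p = 5.4e-04 from Fisher's exact test).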

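Y-linked genes were among those higher in males. Over the Y-linked list, which has 2 probes, the mean was 5.65 in the Large White male and 5.72 in the Iberian male, and 2.96 and 2.97 in the females of the same breeds (adjusted p = 8.4e-14 from camera). EIF1AY was at 8.02, 2.62, 8.07 and 2.55 in the Large White male, Large White female, Iberian male and Iberian female, and UTY at 5.43, 2.76, 5.42 and 2.75. The probe of SRY, the testis-determining gene, was at 3.27, 3.30, 3.37 and 3.39 and did not pass. The list value thus rests on EIF1AY alone, and 1 of 2 probes did not pass as over-represented (adjusted p = 0.069 from Fisher's exact test). The probe named JARID1C in Table 3, of a demethylase not on that list, was higher in males as well, at 5.61, 3.33, 5.52 and 3.29. Among the genes shared with a study of mice the paper writes JARID1D. The detoxifying enzyme GSTA1 was higher in males over the tissues but uneven between them, at 5.01 ± 3.28 in the Large White male, 2.83 ± 0.14 in the Large White female, 4.85 ± 3.17 in the Iberian male and 2.78 ± 0.18 in the Iberian female (SD over 16 tissues), and the sexes did not overlap in 10. Of the MHC class I list, 2 of 20 named probes passed (adjusted p = 0.029 from Fisher's exact test). Both were SLA-8 probes, whose sex z-scores of -3.95 and -4.08 were 1.06 and 1.36 without the Iberian male. The interferon response and immediate early lists had 3 of 20 and 4 of 19, or 9 and 7 adjusted over the list alone (adjusted p = 0.0011 and 2.8e-05). A single male led each list. The interferon mean was 6.96 in the Iberian male and 6.21 to 6.39 in the other animals. The immediate early mean was 7.08 in the Large White male and 6.55 to 6.63 in the others. The calls of both lists by camera were lost with an estimated correlation (adjusted p = 0.057 with an estimated correlation for each).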

Male up-regulated genes were predominantly involved in spermatogenesis (DDX3Y), cell proliferation, migration, and differentiation (GSTA1, TMSB4X), as well as genes genes from the histocompatiblity complex (HLA-A, HLA-B). Female up-regulated genes had functions related to positive regulation of the transforming growth factor beta receptor signaling pathway (HIPK2), proteins up-regulated in gonadotropinomas (FAM5C) or affecting the circadian rhytm (CLOCK). 

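A group of 6 probes was high on the female arrays and low on the male ones. FAM5C was at 8.37 ± 1.10 in females and 2.67 ± 0.24 in males (n = 32 arrays each, of 16 tissues of 2 animals). The kinase HIPK2 was at 5.36 ± 0.94 and 2.23 ± 0.15, DENND4A at 8.65 ± 0.89 and 2.90 ± 0.23, the phosphatase PTPRM at 8.97 ± 0.58 and 3.35 ± 0.37, and the receptor LPHN2 at 8.54 ± 0.97 and 3.36 ± 0.26. In every tissue both females were above both males for all of them. Their z-scores ran from -37.16 for DENND4A to -20.20 for HIPK2. The names are those of Table 3.

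**Figure D8:**
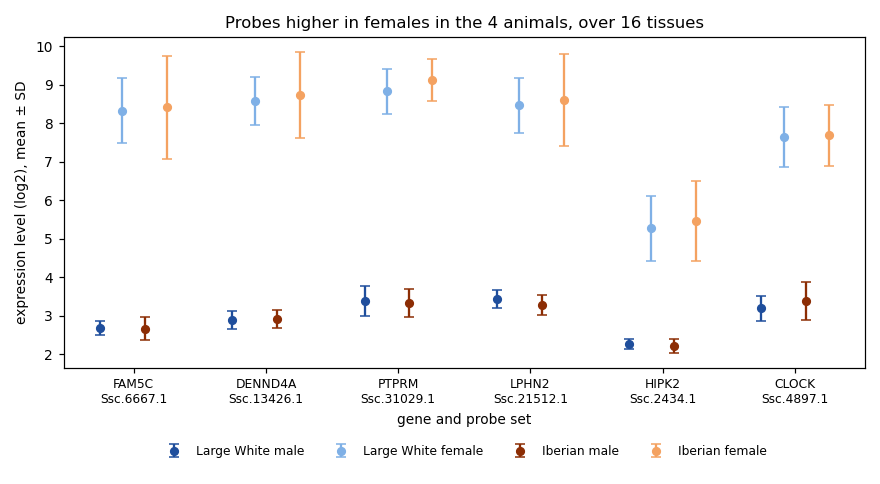
Log2 level (vertical axis) of the 6 probes in the 4 animals (horizontal axis), as mean ± SD of 16 tissues. Both females are above both males for every probe, as at 8.37 against 2.67 for FAM5C.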

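The CLOCK probe was at 3.19 ± 0.32 in the Large White male, 7.64 ± 0.77 in the Large White female, 3.37 ± 0.50 in the Iberian male and 7.69 ± 0.79 in the Iberian female (SD over 16 tissues), with a z-score of -28.31. CLOCK encodes the transcription factor that, with ARNTL, drives the genes of the circadian rhythm. None of the 12 probes of the circadian list passed between sexes, and the list does not hold this probe, which has no symbol in the platform annotation. ARNTL was at 7.02, 6.94, 7.51 and 7.52 in the Large White male, Large White female, Iberian male and Iberian female. PER1 was at 9.10, 9.27, 8.76 and 8.76, and CRY2, which represses CLOCK, at 6.74, 6.97, 6.58 and 6.70.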

Up-regulation of CLOCK in females is consistent with evidence showing that this gene is related to the cyclic nature of the reproductive process in females, both in mammal and in non mammal species [27-29].

We found a good concordance with the list of differentially expressed genes obtained with the same microarray in lung and mesenteric lymph node by our group in a separate experiment (Fernandes *et al*., unpublished results). Thirteen genes (mesenteric lymph node) and ten genes (lung) were also in Table 3, despite the fact that corresponded to different tissues, treatments and breeds. Yang et al. [14] compared microarrays of 169 female and 165 male mice in four tissues (whole brain, liver, skeletal muscle and gonadal adipose), the largest study to date of sex differentially expressed genes. They reported 27 genes that were differentially expressed in all four tissues, four of them (DDX3Y, EIF2S3Y, JARID1D and UTX) were also found here; DDX3Y and EIF2S3Y were the most differentially expressed genes found here and in [14]. It is interesting to note that these authors also reported that immune genes, e.g., histocompatiblity genes, were overexpressed in males with respect to females, in agreement again with our results [14,30]. Differential expression between sexes for SSCY genes can be considered as validated.

We also validated probe (Ssc.4897.1.A1_at), annotated as CLOCK gene [26], by real time quantitative RT-PCR (QRT-PCR) in backfat samples of 27 pigs. QRT-PCR results clearly confirmed the microarray data (Table 5). The average relative expression was 1.88 ± 0.68 in females, whereas we were not able to reliably detect expression in males at 1/2000 cDNA dilution because we were below the limit of detection. To verify whether this gene product is actually expressed in males, we repeated the assay at 1/20 cDNA dilution. We could detect low levels of expression in four out of the 13 males studied. Iberian male 27, that with largest relative quantification (RQ), exhibited nonetheless a expression level ~100 fold lower than in females.

**Table 5:** QRT-PCR results for CLOCK gene, probe Ssc.4897.1.A1_at

**Sample**	**Sex**	**Breed**	**RQ (1/2000)**	**RQ (1/20)**
13	F	Duroc	1.000	NA
14	F	Duroc	1.555	NA
16	F	Duroc	2.694	NA
22	F	Iberian	1.114	NA
25	F	Iberian	2.054	NA
26	F	Iberian	1.581	NA
8	F	Landrace	1.621	NA
10	F	Landrace	1.521	NA
1	F	Large White	1.272	NA
3	F	Large White	1.796	NA
5	F	Large White	2.696	NA
6	F	Large White	1.961	NA
17	F	Synthetic	1.951	NA
21	F	Synthetic	3.482	NA
12	M	Duroc	BLD	BLD
15	M	Duroc	BLD	BLD
23	M	Iberian	BLD	BLD
24	M	Iberian	BLD	0.012
27	M	Iberian	BLD	0.010
7	M	Landrace	BLD	BLD
9	M	Landrace	BLD	BLD
11	M	Landrace	BLD	0.001
2	M	Large White	BLD	0.003
4	M	Large White	BLD	BLD
18	M	Synthetic	BLD	BLD
19	M	Synthetic	BLD	BLD
20	M	Synthetic	BLD	BLD

Sex: F, female; M, male

RQ (1/2000): Relative quantification RQ, average of three replicates each, at 1/2000 cDNA dilution. The results are given in terms of sample number 13, used as calibrator, i.e., RQ = 1

RQ (1/20): Relative quantification RQ, average of three replicates each, at 1/20 cDNA dilution, only analyzed for males

BLD, below limit of detection

NA, not available

The list of probe sets corresponding to differentially expressed genes at FDR < 0.05 between LW and IB breeds is in Table 4. The thirty three probes corresponded to 27 genes and 5 hypothetical proteins; 12 were over expressed in Large White (LW-biased) and 21 over expressed in Iberian (IB-biased). 

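Of the 33 probes of Table 4, 12 were higher in Large White and 21 in Iberian on log2 values as well. PTGS2, an enzyme of prostaglandin synthesis by its name there, was at 6.75 ± 0.57 in the Large White male, 6.80 ± 0.65 in the Large White female, 3.63 ± 0.33 in the Iberian male and 3.67 ± 0.36 in the Iberian female (SD over 16 tissues). SSX2IP was at 6.59, 6.78, 4.03 and 3.80 in the same order and DDX17, an RNA helicase, at 9.61, 10.35, 7.26 and 8.26. Toward Iberian, Q8NHG7 was at 4.33, 4.26, 7.51 and 7.47 and FSTL4 at 5.38, 5.46, 7.71 and 7.92. Some of the 33 rest on single animals. ECHDC1 was at 7.48, 7.58, 6.99 and 4.87, MTCH2 at 7.00, 5.10, 7.71 and 7.65 and another IGHM probe at 4.37, 4.22, 6.71 and 4.61. The platform annotation gives other symbols to 3 probes of Table 4, DDX39B for the ATP6V1G2 probe, PTGES3 for the PTGS2 probe and CCDC25 for the Q9NV98 probe, and another PTGS2 probe was at 3.13, 2.98, 3.19 and 3.16.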

The LW-biased list comprised genes involved in ATP biosynthetic process, nervous system development, lipid metabolism, RNA processing, and control of growing and cellular division. The IB-biased genes affected the regulation of cell growth, RNA splicing factor activity or muscle development. These results hint that transcriptome differences between breeds seem to be manifold. 

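Over the 102 named probes that differed between breeds, 2 of 35 lists were over-represented by Fisher's exact test. They were the immediate early genes, with 4 of 19 (adjusted p = 7.9e-04), and MHC class I, with 3 of 20 (adjusted p = 0.014), or 7 and 6 adjusted over the list alone. By camera, 8 lists differed between breeds. Complement, proliferation, myeloid, T and NK cell, MHC class II and interferon response genes were lower in Large White, and oxidative phosphorylation and immediate early genes higher. None held with an estimated correlation (adjusted p = 0.7 with an estimated correlation for each). The immediate early list was led by the Large White male, with a mean of 7.08 against 6.61 in the female of its breed and 6.63 and 6.55 in the Iberian animals. Other probes that passed include the ribosomal protein RPL38, at 10.11, 9.59, 8.08 and 8.23 in the Large White male, Large White female, Iberian male and Iberian female, and the phosphatase subunit PPP1R12A, at 8.19, 8.17, 6.79 and 6.72.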

No particular single biological process was predominantly affected. It is to be noticed, nonetheless, that there were several genes involved in nervous development (SEMA3A, GPM6B, SYN3) or growth and cell cycle (DATF1, LYZ, RAB18, ZNF12, DLC1, BVES). 

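The 3 nervous genes differed in direction. SEMA3A, which guides axons, was higher in Large White, at 4.62 ± 1.10 in the Large White male, 4.88 ± 1.53 in the Large White female, 2.86 ± 0.28 in the Iberian male and 2.89 ± 0.38 in the Iberian female (SD over 16 tissues), and SYN3, a protein of synaptic vesicles, was higher in Iberian, at 5.67, 5.69, 7.43 and 7.39 in the same order. GPM6B, a membrane protein of neurons and glia, was at 5.05, 3.67, 3.22 and 3.01, and its other 3 probes had z-scores of 0.21 to 0.63 against 7.36. Among the genes of growth and cell cycle, DATF1 was higher in Large White, at 4.90, 4.86, 3.07 and 3.13. Lysozyme (LYZ) was higher in Iberian, at 6.29, 6.58, 8.65 and 7.66, and the zinc finger gene ZNF12 at 5.33, 5.41, 7.12 and 7.02. RAB18, a small GTPase, was at 2.47, 2.47, 3.37 and 3.18, DLC1 at 3.24, 3.12, 4.08 and 4.42 and BVES at 4.64, 4.68, 5.83 and 5.90, and the other probe of each did not pass. Of the list of growth and fatness genes fixed for breeds, 1 of 52 named probes was among those that differed.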

As there is currently very little information on the transcriptome differences between pig breeds, it is not possible to know how general these results will be. Some recent results have compared muscle in Duroc vs. Taoyuan breeds [8], in Landrace vs. Tongcheng [10] and liver and muscle in Duroc vs. Pietrain [7,9]. While these studies have focussed on a particular tissue and with different techniques and microarrays, all suggest that breeds differ in genes related to a variety of functional categories. In some cases, the microarray included predominantly genes involved in muscle structure and development or energy metabolism [7] so their results may not be representative of the whole genome.

It should be noted that the differentially expressed genes reported here (Tables 3 and 4) were those that exhibited largest differential expression *across *all tissues. This follows from the specification of models (1–4), where all probes were analyzed simultaneously and where the tissue effect was included in the models as just an additional effect. Thus, it is important to bear in mind that other genes could show larger differential expressions in a specific tissue than those listed in Tables 3 and 4. 

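Most probes that differed did so in the same direction in all 4 tissue groups, 93 of 94 for sex (98.9%), 235 of 242 for breed (97.1%) and 219 of 244 for the third split (89.8%). The median number of tissues in which the 2 groups of animals did not overlap, in the direction of the z-score, was 8 for sex, 12 for breed and 6 for the third split. For a direction fixed beforehand chance gives 16.7% per tissue, while the direction here came from the same arrays. The groups were apart in all 16 tissues for 15 probes between sexes, DDX3Y and FAM5C among them, for 22 between breeds, and for 0 in the third split. These counts are over z-scores without a test per tissue.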

The experimental design of this study did not allow us to characterize with reasonable FDR the specific expression of a gene in a single tissue. Nevertheless, we can get a glimpse of the effect of tissue in differential expression by subdividing the tissues in groups. We reasoned that the probe × tissue interaction should be larger between tissues that clustered far apart, as their genetic programmes are more different that tissues that are very similar, e.g., back and abdominal fats. We defined the following tissue groups base on the NJ-tree shown in Figure 2: brain (olfactory bulb, hypophises, hypothalamus and pineal gland), endocrine (adrenal and thyroid glands), structural (fat and muscle) and metabolic tissues (stomach, ileum, liver and blood). To a large extent, these groups reflect also a common embryonic origin (Table 1).

We reanalyzed each of the groups with models 3 and 4, obtaining new *z*^*b *^and *z*^*s *^scores for each of the tissue groups. Table 6 presents the correlation between the z-scores obtained with all tissues analyzed simultaneously and each of the groups. In order to focus on the most relevant genes, the correlations shown were those obtained with the 100 genes with largest absolute *z*-scores. The pattern shown was highly illuminating. For sex, there seemed to be little interaction, as *z*^*s*^-scores were highly correlated across groups of tissues. Correlation coefficients were always > 0.9. In contrast, correlations between *z*^*b *^scores were much more variable and, importantly, much lower overall. Thus, whereas the correlation between brain and metabolic tissues was 0.91 for sex *z*-scores, it was only 0.34 for breed *z*-scores. This means that most differentially expressed genes between sexes were shared across tissues whereas this was much more unlikely when comparing two distant breeds like Iberian and Large White. It is interesting to note that the clusters in Figure 5 also hinted that heterogeneity was larger within breed differentially expressed genes than within sex differentially expressed genes. 

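Over the 100 probes with the largest absolute sex z-score over all tissues, the mean correlation of z-scores between pairs of tissue groups was 0.956. It was 0.976 between brain and structural tissues, 0.972 between endocrine and metabolic, 0.953 between structural and metabolic, 0.95 between endocrine and structural, 0.945 between brain and endocrine and 0.940 between brain and metabolic. Y-linked and female probes such as EIF1AY and CLOCK lie at both ends of these z-scores. With all 23935 probes the mean was 0.478. Over the next 100 probes in rank it was 0.763. The correlations run across probes, which are not independent, within the same 4 animals.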

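Over the 100 probes with the largest absolute breed z-score, signed z-scores of the tissue groups had a mean correlation of 0.919. The highest was 0.954, between endocrine and structural tissues, and the lowest 0.864, between brain and metabolic tissues. Between brain and endocrine it was 0.927, between brain and structural 0.903, between endocrine and metabolic 0.939 and between structural and metabolic 0.926. With the sign left out, as the sizes of the z-scores, brain and metabolic tissues had 0.419 and the mean of the 6 pairs was 0.641, and on the natural logarithm of the values 0.360 and 0.557. The mean for sex on that scale, without sign, was 0.936. The third split of the animals, which follows neither factor, had a mean of 0.836 with signs, and without sign 0.208 on log2 values and 0.226 on the natural logarithm. With signs and all 23935 probes, the mean was 0.410 for breed and 0.227 for the third split. Of the breed probes called in a tissue group, 150 of 254 in brain, 129 of 251 in endocrine, 103 of 186 in structural and 96 of 170 in metabolic tissues were also called over all tissues. For sex these counts were 68 of 119, 64 of 124, 57 of 91 and 46 of 76 in the same order. From the correlations of its own Table 6 the paper concludes that differences between sexes are shared across tissues more than those between breeds.

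**Figure D9:**
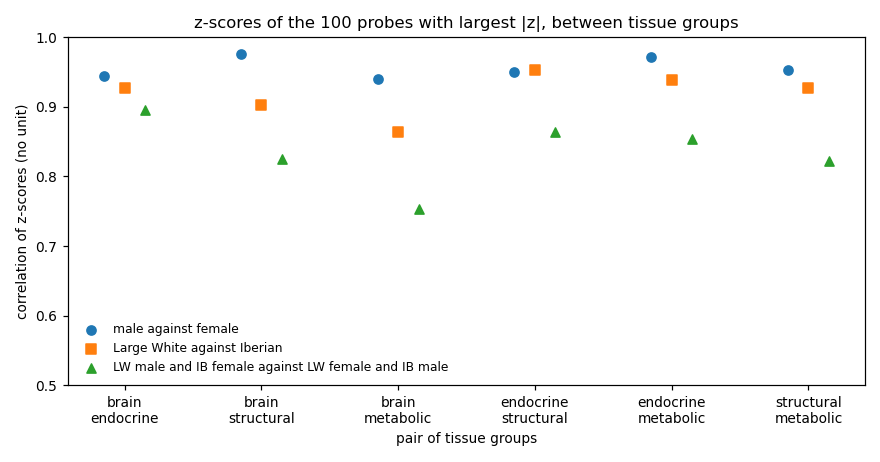
Correlation across probes (vertical axis, from 0.5 to 1) of signed z-scores between 6 pairs of tissue groups (horizontal axis) for sex (circles), breed (squares) and the third split of the animals (triangles). Brain with metabolic tissues is lowest for breed, at 0.864, and for the third split, at 0.754.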

Note that the color patterns of sex differentially expressed genes were more uniform across samples than for breed differentially expressed genes. 

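Single animals stood apart for a part of the probes of Tables 3 and 4. In 4 of the 19 probes of Table 3 (21.1%) and 6 of the 33 of Table 4 (18.2%), the widest gap between the means of the animals set 1 animal against 3. Among all probes that passed here it did so in 73.4% for sex and 39.7% for breed. The HLA-B probe that was high in the Iberian female is in both tables. The uniformity of the clusters in Fig. 5 was not measured otherwise.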

Besides, clustering was much 'flatter' – *i.e*., more uniform – within sexes than within breeds. This result may have important implications. It suggests that physiological changes responsible for breed differences have targeted differentially the transcriptome across tissues. Not all tissues have been equally affected. It remains to be studied on which of the tissues the effect of breed differentiation has been the largest. 

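In model 3 within each group, probe × breed had estimates of -0.00111 in brain, -0.00383 in endocrine, -0.00440 in structural and -0.0152 in metabolic tissues, below 0 with tissue in the residual. With tissue and sex in the model they were 0.00397, 0.00411, 0.00371 and 0.00152. The number of probes that differed between breeds was 254 in brain, 251 in endocrine, 186 in structural and 170 in metabolic tissues. ATP6V1G2 and PTGS2, by their names in Table 4, were apart between breeds in all 16 tissues. The difference between groups was not tested, since each rests on the same 4 animals.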

Our current data set does not allow us to respond to this question accurately: the probe × tissue heritabilities ($h_{PB}^{2}$) were very similar in all tissue groups and no clear pattern emerged from Figure 1.

**Table 6:** Correlation between between *z*-scores in different tissue groups

	All	Brain	Endocrine	Structural	Metabolic
All	-	0.98	0.97	0.98	0.97
Brain	0.79	-	0.92	0.96	0.91
Endocrine	0.87	0.62	-	0.92	0.97
Structural	0.83	0.46	0.68	-	0.93
Metabolic	0.77	0.34	0.63	0.64	-

The tissues included in each group are listed in Table 1. The *z*-scores correspond to the 100 largest differentially expressed genes when all tissues are jointly analyzed. Upper diagonal, sex differentially expressed genes. Lower diagonal, breed differentially expressed genes.

### Functional annotation of sex and breed differentially expressed genes

We carried a GO automatic annotation [25] with the 19 most differentially expressed genes between sexes and 33 between breeds. The corresponding plots are in Figure 6. In neither case, sex or breed, was a given biological process GO clearly over represented (except the class of *unknown/others *which pools unknown and minoritary GO classes). As a result, the discussion should be considered as tentative or provisional. Nevertheless, we found defense genes to be over represented for both sex and breed specific genes. 

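Defence genes differed mostly through the Iberian male. The interferon response list, antiviral genes induced together, had a mean of 6.96 in this animal and of 6.33, 6.39 and 6.21 in the Large White male, Large White female and Iberian female, and was highest in it in 13 of 16 tissues. MX1 was at 9.81 in the Iberian male and at 8.92, 8.34 and 8.75 in the others. Between sexes camera called the interferon, myeloid and T and NK cell lists higher in males (adjusted p = 1.0e-14, 0.0023 and 6.1e-05), and with an estimated correlation none of these was kept (adjusted p = 0.057, 0.55 and 0.14 with an estimated correlation). Between breeds they were lower in Large White (adjusted p = 0.004, 0.004 and 0.004), calls that were lost as well (adjusted p = 0.7 with an estimated correlation for each). In the third split, which follows neither factor, 11 of 20 interferon probes passed, or 12 adjusted over the list alone (adjusted p = 4.9e-16 from Fisher's exact test), and camera's call held with an estimated correlation. The MHC class II list was at 7.64 in the Iberian male and at 7.10, 7.27 and 7.30 in the others.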

For sex, there was a significant excess of transcription and translation related genes. Some of these genes are sex linked (EIF1AY, UTX, ZFX), as mentioned above, so an over representation of this ontology is not unexpected. The GO biological processes were more scattered for breed than for sex (Figure 6B vs. 6A). Interestingly, there were more genes involved in nervous system development and cell differentiation than expected among breed specific genes. This might provide some clues as to what are the primary changes exerted by selection and breeding in the organism' transcriptome but further work is needed to get a definitive answer.

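SEMA3A, SYN3 and GPM6B, which the paper names, passed here, and the neuronal list as fixed had no member among the 102 named probes that differed between breeds (Fisher's exact test over 35 lists, where 3 lists had an unadjusted p under 0.05). The hypothalamic peptide list had 1 of 13. By camera the neuronal list did not pass between breeds (adjusted p = 0.24). The lists used here are short sets of markers and do not cover a term as wide as nervous system development.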

**Figure 6:**
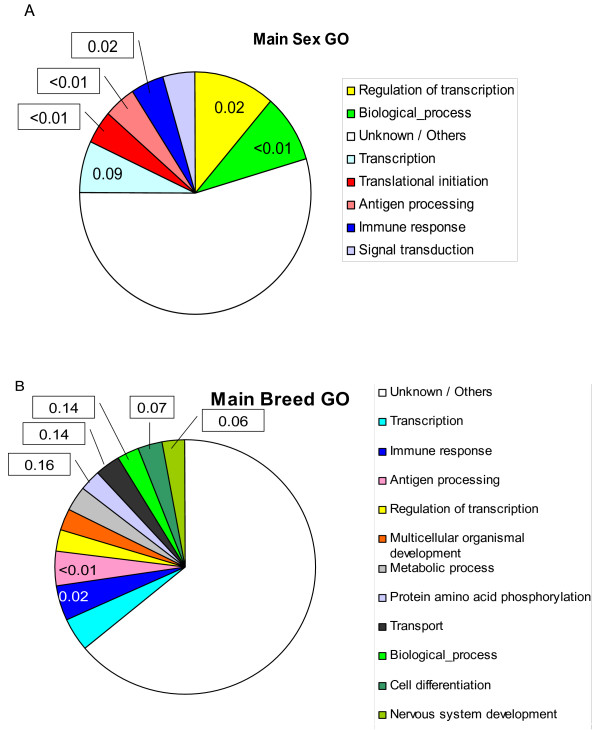
**Proportion of functional annotation categories**. Percentage of the most frequent GO categories within the most significant differentially expressed genes between sexes (Table 3) and between breeds (Table 4). The number in each category is the false discovery rate (FDR) that the category is over represented with respect to the GO frequency across all genes in the microarray. The FDR is shown only if < 0.20.

## Global Discussion and Conclusion

This study shows that a much larger fraction of transcriptome variability is due to tissue differences rather than to sex or breed. Our results agree with recent literature [13,15] that showed that transcriptional co-expression is indicative of gene function and that tissues with similar function tend to cluster together. An additional relevant observation from the NJ-clustering (Figures 1 and 2) was that embryonic development seems to leave an enduring footprint on the transcriptome: tissues with similar developmental origin tend to cluster closer than those with different embryonic origins. As clustering was carried out with all probes simultaneously, this means that the footprint extends to the majority of genes. We further characterized the GO biological process of the extreme genes between tissues or groups of tissues sharing a common embryonic origin (Figure 3, and additional files 1 and 2). We found that, often, a sound biological interpretation was possible. For instance, when all extreme genes across the three embryo layers were considered jointly (Figure 3D), the most frequent and significant ontologies were related to development. We also indentified several genes involved in tissue development that have a distinct expression pattern in tissues with a common embryonic origin. This distinct expression pattern is maintained beyond embryo development.

A key element of our analysis was mixed model methods. Although well known to statisticians and animal breeders [31], these techniques are not so widely employed to dissect microarray data. Nevertheless, its use have been advocated and successfully employed in a number of studies, e.g., [32,33]. We report that mixed modeling explained a large part of total variability, with a very parsimonious parameterization. A relevant advantage over standard methods is that all data are analyzed simultaneously as opposed to more utilized methods like ANOVA – based techniques or bioconductor's package *limma *[34]; as a consequence, reduced standard errors are expected. In a second step, one can use the solutions from the models to carry out clustering or differential expression studies, as we did here.

Although the variance explained by the effect of tissue was much larger (~11 times) than that explained by sex or breed, which were comparable (Table 2), we were able to identify genes with differential expression between breeds and between sexes. Noticeably, different genes were affected by each factor, i.e., the genes primarily affected by sex were different than those affected by breed or tissue. Are genes whose expression differ between breeds differentially expressed across all tissues or is there any interaction tissue × gene? Our experimental design does not allow to resolve this issue with enough power. However, the results (Figure 5, Table 6) hint that interaction can be important for differentially expressed genes between breeds but not so much between sexes. Resolving this question is of the utmost interest, both to understand the profound influences of artificial selection on the organisms and to propose novel more efficient strategies for animal breeding.

Although more work is needed to calibrate the actual relevance of breed or genetic differences to the pig's transcriptome (or in any other species), it seems difficult that the importance of breed or sex differences exceeds that of tissue. Thus, the argument that regulatory rather than structural mutations are a more important source of phenotypic variability [5] needs then to be considered in perspective. It follows from our study that differences within the same individual largely exceeds those between individuals.

## Methods

### Animal material

Four animals, two Large White (LW) and two Iberian (IB) piglets were bought from two breeding companies and transferred to the University experimental farms at weaning, i.e., aged one month approximately. Pigs were housed simultaneously, fed the same diets during the fattening period, that lasted two months, and were weighed at weekly intervals. At the time of slaughter, the average ages were 87 and 89 days for LW and IB, respectively. Their mean live weights at that time were 37.5 (LW) and 29.1 kg (IB). The four animals were identified as LW or IB and male (M) or female (F), *i.e*., LWM, LWF, IBM and IBF.

Animals were euthanized by an overdose of intravenous sodium thiobarbital. At necropsy, samples of 16 tissues were collected, snap frozen in liquid nitrogen and stored at -80°C. The average time gap between euthanasia and tissue collection was ~15 minutes, maximum time was 25 minutes. The tissues collected were olfactory bulb (OLFB), hypothalamus (HYPO), pineal gland (PING), adenohypophysis (AHYP), neurohypophysis (NHYP), adrenal cortex (ADGC), adrenal medulla (ADGM), thyroid gland (THYG), diaphragm (DIAP), M. *Biceps femoris *(BIFE), back fat tissue (FATB), abdominal fat tissue (FATA), stomach (STOM), liver (LIVR), ileum (ILEU) and whole blood (BLOO). Adrenal cortex and medulla were separated by a sharp knife. The hypothalamus included the mamillary body and grey tubercle but excluded the chiasma opticum. The nomenclature for organs and tissues was used according to the *Nomina Anatomica Veterinaria*[35]. More details are given in Table 1. Throughout this work, a sample is identified by the acronym of the tissue followed by the animal id, e.g., FATB_LWF refers to back fat tissue from the female Large White. All procedures were approved by the Ethical and Animal Welfare Committee of the *Universitat Autònoma de Barcelona*, in accordance with the guidelines of the Good Experimental Practices.

### RNA extraction and microarray hybridization

Total RNA was extracted from 100 mg tissue using the RiboPure™ kit (Ambion, Austin, USA) according to the manufacturer's protocol. RNA was quantified with the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, USA) and the RNA integrity was assessed by Agilent Bioanalyser 2100 and RNA Nano 6000 Labchip kit (Agilent Technologies, Palo Alto, USA). Due to high variation in concentrations of the total RNA obtained in different tissues, all samples were concentrated and cleaned using the RNAeasy MiniElute Cleanup kit (Qiagen, Basel, Switzerland) obtaining final concentrations between 500 and 1000 ng/μl.

A total of 64 microarrays (4 animals × 16 tissues) were hybridized and scanned at the *Institut de Recerca Hospital Universitari Vall d'Hebron *(Barcelona, Spain). Briefly, the cDNA synthesis was undertaken with 5 μg of total RNA, labelled with biotin and hybridized to individual high-density oligonucleotide microarray chips (GeneChip^® ^Porcine) from Affymetrix (Santa Clara CA) containing a total of 23,937 probe sets (23,256 transcripts), representing 20,201 *Sus scrofa *genes, 11,265 of these genes were annotated by Tsai et al. (2006). The hybridization was done according to Affymetrix standard protocols and microarray expression data were generated with GeneChip Operating Software (GCOS). As the annotation provided by the manufacturer is not too detailed, the results in this work are based in the annotation developed by [26]. The complete data set, both RMA and original CEL files, are available at Gene Expression Omnibus (GEO) under accession number GSE10898.

### Quantitative RT-PCR

We used quantitative real time PCR (QRT-PCR) to validate differential expression between sexes of one of the probes (Ssc.4897.1.A1_at) annotated as CLOCK gene [26]. Expression was analyzed in backfat tissue from 27 pigs, 14 females and 13 males, pertaining to five breeds: Large White, Landrace, Duroc, Iberian and a composite line. We used the ABBI PRISM 7900 Sequence Detection System in combination of SYBR Green chemistry (Applied Biosystems, Inc., Foster City, CA). *S. scrofa *Beta-2-microglobulin (GenBank accession number NM_213978.1) was used as endogenous control. Primers were designed using the PrimerExpress 2.0 software (Applied Biosystems, Inc., Foster City, CA) and are shown in additional file 3. The PCR amplicons were 96 bp and 108 bp long for the Ssc.4897.1.A1_at and microglobulin genes, respectively.

We used the 2-^ΔΔCT ^method for relative quantification (RQ) of gene expression [36], a comparative technique in which a target gene is normalized to an endogenous control and relative to a calibrator sample. This method requires the target and endogenous PCR efficiencies to be nearly to equal. Thus, we performed a validation experiment and we plotted the log input amount of cDNA (dilutions of 1:20, 1:200, 1:2000, 1:20000 of a back fat tissue cDNA sample) versus de ΔCt, obtaining an absolute slope of 0.0273 (<0.1) thus permitting the use of the 2-^ΔΔCT ^method for relative quantification. The High Capacity cDNA Transcription Kit (Applied Biosystems, Inc., Foster City, CA) was used to synthesize cDNA from 1 μg of backfat tissue RNA following the manufacturer's instructions. PCR amplifications were performed in a total volume of 20 μl containing 5 μl of cDNA sample diluted 1:2000 or 1:20. Primers were used at 300 nM each and at 600 nM each for Ssc.4897.1.A1_at and microglobulin genes, respectively. Each sample was analyzed by triplicate. The thermal cycle was: 10 min at 95°C and 40 cycles of 15 sec at 95°C and 1 min at 60°C. A dissociation curve was performed in order to assess that there were not primer dimer formation. The sample of lowest expression level was used as calibrator

### Data processing and statistical analysis

Quality control of CEL files was done with the *Affy *package of bioconductor [37]: RNA degradation and the raw data distribution were ascertained. All CEL files were normalized simultaneously with the RMA procedure using libaffy [38]. This software is much more efficient in terms of memory than the bioconductor application. After RMA processing, data were log-transformed for further analysis.

An initial visual appraisal of the data was carried out drawing neighbor – joining (NJ) and UPGMA trees with Mega 4.0 [39]. The pairwise distance used was 1 - *r*^2^, where *r *is the correlation coefficient across all pairs of probe levels between pairs of samples. To gain further insight, we relied on mixed model methods. These have been long being used in Animal Breeding [31], and have been advocated more recently to analyze microarray data, mainly in the context of cDNA (two color) microarray [40]. We fitted several mixed models to the data. The most basic model,

*y*_*ijkg *_= *Tissue*_*i *_+ *Breed*_*j *_+ *Sex*_*k *_+ *Probe*_*g *_+ *e*_*ijkg*_,

was used for initial exploratory analysis. Above *y*_*gijk *_refers to the expression level of the g-th *Probe *(*g *= 1, 23937) at i-th tissue (*i *= 1, 16) from animal of breed *j *(*j *= 1, 2, *i.e*., Large White and Iberian) and sex k (*k *= 1, 2 or male and female). Note that a given gene may be represented by more than one probe. However, different probes of the same gene can behave differently due to at least two reasons: alternative splicing and poor annotation. Thus, here we used the probe rather than the annotated gene in the model. Preliminary studies (results not shown) shown that including the probe rather than the gene explained a larger part of the variance. Nevertheless, we refer to differentially expressed gene to mean the gene (if known) corresponding to the probe that shows a significant differential hybridization. All *Tissue*, *Breed *and *Sex *were treated as fixed effects, whereas *Probe *was random with variance $\sigma_{P}^{2}$. Next, we evaluated the relevance of interaction probe × tissue, probe × breed and probe × sex by comparing the following models against model (1):

*y*_*ijkg *_= *Tissue*_*i *_+ *Breed*_*j *_+ *Sex*_*k *_+ *Probe*_*g *_+ *Probe*_*g *_× *Tissue*_*i *_*+e*_*ijkg*_,

*y*_*ijkg *_= *Tissue*_*i *_+ *Breed*_*j *_+ *Sex*_*k *_+ *Probe*_*g *_+ *Probe*_*g *_× *Breed*_*j *_*+e*_*ijkg*_,

and

*y*_*ijkg *_= *Tissue*_*i *_+ *Breed*_*j *_+ *Sex*_*k *_+ *Probe*_*g *_+ *Probe*_*g *_× *Sex*_*k *_*+ e*_*ijkg *_.

All interactions above were treated as random. The ratio of variances $h_{PT}^{2}=\sigma_{PT}^{2}/\text{(}\sigma_{PT}^{2}+\sigma_{P}^{2}+\sigma_{\text{e}}^{2})$, $h_{PB}^{2}=\sigma_{PB}^{2}/\text{(}\sigma_{PB}^{2}+\sigma_{P}^{2}+\sigma_{\text{e}}^{2})$ and $h_{PS}^{2}=\sigma_{PS}^{2}/\text{(}\sigma_{PS}^{2}+\sigma_{P}^{2}+\sigma_{\text{e}}^{2})$ measure the global relevance of differential gene expression across tissues, breeds and sexes, respectively. Analyses were carried out with Qxpak [41] and VCE [42]on a Linux PC.

We also explored the biometric relationship between tissues. The average distance between tissues was obtained from 1-$r_{T}^{2}$, where $r_{T}^{2}$ between tissues *i *and *j *is the squared correlation across probes between the *Probe*_*g *_× *Tissue*_*i *_and *Probe*_*g *_× *Tissue*_*j *_solutions obtained from model (2). Again, NJ-trees were drawn with Mega 4 to visualize the results. An additional measure of distance between tissues can be provided by the number of extreme probes that separated a given tissue (or a group of tissues) from the rest. An extreme probe for the i-th tissue was defined as a probe for which all four mRNA levels of the i-th tissue were either smaller or larger than the remaining 60 observations pertaining to the remaining 15 tissues. The same procedure applies when Simulations showed that the probability of having such an arrangement was very small (P ~10^-4^) for random normal variates.

Further, we examined the effects of breed and sex on gene expression. To do that, we computed the z-score, defined as the standardized difference of gene expression predictions between breeds ($z_{g}^{b}$) or between sexes ($z_{g}^{s}$), *i.e*., for gene *g *$z_{g}^{b}=\frac{PB_{g1}-PB_{g2}\;}{\sigma_{\Delta B}}$ with subscript 1 referring to male and 2 to female, and $z_{g}^{s}=\frac{PS_{g1}-PS_{g2}}{\sigma_{\Delta S}}$ with subscript 1 referring to Large White and 2 to Iberian, where *PB*_*gj *_is the prediction of the interaction between probe *g *and breed *j *(*Probe*_*g *_× *Breed*_*j*_) obtained from model (3), and *σ*_Δ _is the standard deviation of the numerator. Similar notation applies to $z_{g}^{s}$. Once the probes were ranked by their breed or sex absolute scores, we selected those with a false discovery rate (FDR) of less than 5% following the standard procedure [43]. P-values of the z-scores were obtained assuming a normal distribution with SD = 1. We performed a hierarchical cluster analyses of the microarrays using the significant (FDR < 0.05) probes for either breed or sex with Cluster 3.0 [17]. The metrics employed was uncentered correlation with the complete linkage option. Results were visualized with Java TreeView 1.1 [44].

Note that all data available were utilized simultaneously in the mixed model analyses just presented,*i.e*., 23,937 probes × 16 tissues × 4 animals ~1.5 million records. This implies that any solution in models (1 – 4) was estimated taking into account all information available. Thus, all estimates should have high accuracy, provided that the models adjust to the data. We discuss this issue in the results and discussion section below.

### Functional analyses

We obtained the gene ontology (GO) process using the onto-express platform [25]. This platform allows to compare automatically the frequency in GO classes in all genes with known annotation in the whole microarray *vs*. GO class frequencies in a target lits, e.g., the most differentially expressed genes between sexes or breeds or extreme genes in embryonic layers. False discovery rates are reported.

## Abbreviations

FDR: False Discovery Rate; GO: Gene Ontology; IB: Iberian pig breed; LW: Large White pig breed; NJ: Neighbor – Joining; RMA: Robust Multiarray Average; QRT-PCR: Real Time Quantitative Reverse Transcription Polymerase Chain reaction; UPGMA: Unweighted Pair-Group Method with Arithmetic Mean.

## Authors' contributions

MPE conceived the research. MPE, MLB and JMF supervised research, all carried out the research. ALJF and MPE analyzed the data. ALJF and MPE wrote the first version of the manuscript.

## Data availability

The data used in this study have been deposited in GEO under accession numbers GSE10898.

## Supplementary Material

Additional file 1 List of extreme probes for each of the tissues grouped according to the three embryonic layers. Ectoderm tissues were olfactory bulb, both hypophyses, pineal gland and hypothalamus; mesoderm comprised fat and muscle tissues; and endoderm, liver, stomach and ileum. An extreme probe for a given group was defined as one where all expression values in the tissue group were either higher or lower than the values in the rest of tissues (Material and Methods). The marginal difference is the difference between the maximum value of the extreme probe in the group of tissues under consideration and the minimum value in the rest of tissues (when marginal difference is negative) or between the minimum value in the group and the maximum value in the rest of tissues (a positive difference). Thus, a negative marginal diference means that the gene is underexpressed; a positive marginal difference, overexpressed. There are two sets of columns for negative and positive marginal differences, respectively. Click here for file

Additional file 2 List of extreme genes for each of the 16 tissues studied. Notation is identical to that in additional file 1. Click here for file

Additional file 3 Primers used for QRT-PCR. Click here for file

# Supplementary material for: Transcriptome architecture across tissues in the pig
**Source:** BMC Genomics. 2008 Apr 16;9:173. doi: 10.1186/1471-2164-9-173
**Supplement:** Additional file 3 — Primers used for QRT-PCR.

| Primer name | Sequence |
| --- | --- |
| sc.4897.1.A1_at Fw | 5’-TTCCTTATGCCAGACCATGCT-3’ |
| sc.4897.1.A1_at Rv | 5’-ATCCAACTCCAGTCCAGATCTTG-3' |
| -2-microglobulin Fw | 5’-ACCTTCTGGTCCACACTGAGTTC-3’ |
| -2-microglobulin Rv | 5’-GGTCTCGATCCCACTTAACTATCTTG-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

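Messenger RNA of 16 tissues from 4 pigs, a Large White male, a Large White female, an Iberian male and an Iberian female, was hybridised to 64 Affymetrix porcine arrays, 1 per tissue and animal. The authors generated the signals with GCOS, which the submitters' processing notes also name, checked the arrays with the Affy package of Bioconductor and normalized all arrays together by RMA with libaffy. Their versions are not given in the sources used here. The deposited values are the log2 values of probe set signals after RMA by the authors, in 1 matrix of 24123 probe sets by 64 arrays, and 0 of its columns were left without a sample. The methods of the paper add a logarithm after RMA. The marginal differences of its supplements equal those of the natural logarithm of the deposited log2 values, so that the paper's further results are taken to be on that scale, whereas the levels, differences and calls here are on the log2 scale and the natural logarithm is an alternative.

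The 188 control probe sets were left out, as they measure no pig gene. Gene symbols came from the platform annotation, which can be old. Of the probes with a symbol, 9961 were found through their Entrez number in the RefSeq gene table of the Sscrofa11.1 assembly, which changed 0 symbols, and 9815 probes had 1 symbol other than a LOC number. No coordinates are given. Probe identifiers are not printed. The genes named were chosen by a rule. It took every gene that the paper names in its results and in Tables 3 and 4, whose z-scores had been seen there. For each layer and tissue it took the 2 named probes with the largest positive marginal difference and the 1 with the largest negative one, and of each list with a call the 4 members with the largest log2 difference in the contrast described. For sexes, breeds and the third split of the animals it took the 6 named probes that passed with the largest absolute z-score and that the paper does not list, and in the comparison of sexes all members of the Y-linked, X partner, X inactivation, MHC class I and circadian lists. Some genes that the rule takes are not reported here. Of several probes of a gene it took the probe that the paper names and otherwise the brightest. The X inactivation list had no probe on the array. Some genes outside the rule are mentioned, as examples for single arrays, as other probes of a named gene or in the closing observations, and were chosen after their values were seen.

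The trees and counts were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-bio 0.7.3, and the figures drawn with matplotlib 3.10.9. Distances were 1-r2 across probes between arrays, and between tissues across the deviations of tissue means from probe means, which in this balanced design are proportional to the probe × tissue solutions of model 2. Shares of variance came from the mean squares of the balanced design, which can fall below 0. The z-score calls used a normal p adjusted after Benjamini and Hochberg at an FDR of 0.05, and measure the place of a probe among all probes rather than the error between animals. Tissue contrasts were fitted with limma 3.58.1 in R 4.3.3, and all adjusted p of single probes are from limma. Lists of genes were tested with camera at a preset correlation of 0.01 and again with the correlation estimated, with fry of the same package as another alternative, and 27 of the lists had tissues of their own. Extreme probes were tested for the lists with Fisher's exact test, one-sided, against all named probes.

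Arrays of the same animal were paired by the design, since every tissue was taken from the same 4 animals. The mean of each tissue was first removed. The correlation between 2 tissues of the same animal was then 0.189 on average over 480 pairs of arrays, 385 of them over 0.1. Over 1440 pairs of different animals it was -0.0629, with 40 of them over 0.1. Removing the tissue mean ties the second value to the first, so it adds no separate evidence. The fit with the animal as a block found a consensus correlation of -0.0063, so that for sex and breed it treats arrays of 1 animal as nearly independent, and the fit on the means of the 4 animals is the one that takes the animal as the unit. The steps that compute a statistic over many probes were tested on simulated data, with independent noise for each probe and array. The rates below thus do not cover errors from correlation between genes or between arrays of 1 animal. With 23935 simulated probes of which 200 were shifted between the sexes by 0.25, 0.5 and 1 log2 units, limma with arrays as replicates recovered 51%, 96% and 100%. In the simulated contrast of stomach against the other tissues over 23935 probes, camera called 100% of the lists shifted by 1 log2 unit and 2% of the random lists at an unadjusted p under 0.05.

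The alternatives tried were other distances, the probes above the median level, quantile normalization, a margin of 0.5 log2 units for extreme probes, other fits and scales of the z-score, other choices of probes and tissues, and the omission of each animal in turn. An array carries no read depth, and the precision of each value is limited by the 4 animals. The mixed models were not fitted with Qxpak or VCE, the trees not drawn with Mega, and the ontology counts not made with Onto-Express, whose place is taken by the fixed lists. The quantitative PCR of the paper was not analysed here. Sexes and breeds were not tested within single tissues, where each animal has 1 array.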

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

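The tests of the counts against other divisions of the animals and of the tissues, the tests on the widest gap of the MHC class I probes, on a shared transcript of the female probes and on the pineal array, and the results without that array were chosen only after the results were seen, while the calls of the third split had been planned. In groups of 4 values the lowest or highest was taken as far from the others where its gap to the nearest, divided by the range, exceeded Dixon's critical value, which chance gives in about 1 in 20 groups. This value was exceeded in 2 of 16 tissues for array distances, where 0.8 would be expected by chance, in 1 of 33 list levels (1.65 expected) and in 3 of 50 animal means of the paper's probes (2.5 expected).

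The pineal gland of the Large White male had a mean distance of 0.132 (0.131825) to the other 3 pineal arrays, which lay at 0.0636 to 0.0648, and a mean of 5.25 (5.25284) over the pineal list, where the others had 6.94 or more. A swap with the hypothalamus array of the same animal is argued against, as the pineal list was at 4.68 there, below the range of the other pineal arrays. Other brain tissue in the sample remains possible, but the levels of the lists had been seen before this test was chosen. They thus add no separate support. The glia and myelin list was 2.02 log2 units above the highest of the other 3 pineal arrays, and the neuronal list 0.99 above it. The pineal list differed from the lowest of those arrays by -1.69. Not all members went this way, as 4 of 18 neuronal probes were below all 3 other pineal arrays, and VSNL1 was at 10.08 on this array and at 12.06 in the hypothalamus of the same animal. TAC3, chosen after its value was seen, was at 11.29 on this array, at 5.36 to 5.74 on the other pineal arrays and at 6.10 to 8.67 in hypothalamus. A biological difference of this animal was not tested, as a single gland was taken from it.

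Probes of MHC class I among the calls of sex and breed set single animals apart. One HLA-B probe had a mean of 4.93 in the Iberian male and 2.88 to 2.98 in the others, and another HLA-B probe one of 6.03 in the Iberian female and 2.94 to 3.42 in the others, each by a gap beyond the limit above. A different number of blood cells in the tissues of 1 animal is argued against, since the animal set apart differed by at least 2.23 log2 units in blood itself. Differences between single animals and those of breed or sex cannot be told apart, with 1 animal per breed and sex. In 3 of the 3 probes tested the widest gap between the animal means lay between 1 animal and the other 3, but so it did in 70.3% of all probes. Whether alleles or expression differed was not tested.

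A further pattern is that of the 6 probes that were high in both females, which Table 3 names for FAM5C, DENND4A, PTPRM, LPHN2, HIPK2 and CLOCK. That these 6 genes themselves are higher in the females cannot be told apart from other readings of the probes, because 0 other probe sets carry those names in the annotation. The probes may read 1 transcript of the females, since the median correlation between them over the 32 female arrays was 0.753 and the 95th percentile of 1000 random sets of 6 probes of like level was 0.222. PTPRM was the exception, with a median of 0.148 to the other 5. An X-linked origin of that signal, which the sexes in the design would allow, was not tested.

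The *Biceps femoris* array of the Iberian female had a mean distance of 0.189 (0.189064) to the other 3 arrays of that muscle, which lay at 0.0840 to 0.0990. The second IGHM probe of Table 4 had a mean of 6.71 in the Iberian male and 4.37, 4.22 and 4.61 in the others. The interferon response list, which the paper does not discuss, had a mean of 6.96 in the Iberian male over 16 tissues, above the 6.21 to 6.39 of the other animals. The immediate early and stress list had a mean of 7.08 in the Large White male, above the 6.55 to 6.63 of the others. The split of the animals into Large White male with Iberian female and the other two, which the paper does not analyse, had 244 probes past the FDR.

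The 4 animals can be divided into pairs in 3 ways, too few for a share under 0.05. All 3 gave at least as many probes as the split by sex (94, highest other 244), and 2 of the 3 as many as the split by breed (242, highest other 244). For the marker lists chance can be excluded, as 1 of 100 draws, the real one, gave as many lists higher in their own tissues when arrays were relabelled within each animal (27, highest other 14). It can also be excluded for the extreme probes of the layers. Of the 792 sets of 5 tissues 1 had as many as ectoderm (616, highest other 97), of the 495 sets of 4 tissues 2 had as many as mesoderm (133, highest other 186), and of the 220 sets of 3 tissues 4 had as many as endoderm (100, highest other 422), where the highest other sets of 4 and of 3 tissues were of brain tissues. The 422 probes were those of olfactory bulb, hypothalamus and pineal gland, and why this set had so many was not tested.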

How the results depend on the processing

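The natural logarithm, the z-scores scaled to those of the paper, absolute z-scores on either scale of the tissue groups, the probes of the paper's tables and the omission of the pineal array of the Large White male were chosen after seeing the data. Of 187 alternatives to 20 results, 117 kept the result and 70 changed it, and where not said otherwise the cause was not tested. Arrays nearest to their own tissue stayed at 53 under all 5 alternatives, the difference between and within layers stayed past the threshold under all 9 (0.0616 to 0.656, and 0.135 to 0.16 when an animal was left out), and all 64 arrays lay with their sex under 2 of 3 alternatives and 60 when the probes were chosen without the tissue group. The 27 marker lists were called under 9 of 10 alternatives and 24 of them among the probes above the median level.

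Fewer probes are tested above the median level, and a margin of 0.5 log2 units is a stricter rule, and these gave 3757 and 2104 extreme probes in all, 1623 and 1014 in blood and, for the margin, 263 in ectoderm, 38 in mesoderm and 31 in endoderm. With all other tissues as the rest the layers had 177, 47 and 18. Without an animal in turn the counts were 173 to 219 for mesoderm and 131 to 182 for endoderm, as fewer arrays have to be passed. The share of probe × tissue was 0.123 without blood, 0.288 above the median level, 0.113 on the natural logarithm and 0.134 to 0.136 without an animal. That of probe × breed was -0.00129, -0.00306, -0.00097 and -0.00323 to -0.00271 in the same order and 0.00258 with all interactions fitted together, and that of probe × sex -0.00193, -0.00399, -0.00132, -0.00357 to -0.00327 and 0.00204.

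The calls between animals depended on the test and on the scale of the z-score. For sex and breed limma with 64 arrays as replicates gave 348 and 3045, with the animal as a block for the pairing 446 and 3496 at a consensus correlation of -0.0063, and on the means of the 4 animals 15 and 22. The first of these treats arrays of 1 animal as independent, the block does nearly so at that correlation, and the last has 1 residual degree of freedom. Above the median level 45 and 107 passed, with the median absolute deviation (MAD) in place of the SD 920 and 1134, and with z-scores scaled to those of the paper and a one-sided p 19 and 35. The third split had 549 with arrays as replicates, 115 above the median level, 907 with the MAD and 14 on the paper's scale. Without an animal the sex calls were 120 to 153. Leaving out an animal unbalances sex and breed, so that part of one difference enters the other. The block changed no other call, with all 294 named probes of the tissue contrasts on the same side.

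Absolute breed and sex z-scores had a correlation of 0.204. With the probes of Table 4 all 64 arrays lay with their breed. The mean correlation between tissue groups, for sex and breed, was 0.763 and 0.745 over the next 100 probes in rank, 0.759 and 0.726 without the called probes, 0.836 and 0.812 by Spearman, 0.836 for the third split, 0.925 and 0.641 for absolute z-scores, 0.936 and 0.557 for these on the natural logarithm, and 0.927 to 0.955 and 0.911 to 0.932 without an animal. Signed breed z-scores on the natural logarithm gave 0.905. The lists over-represented among extreme probes fell from 29 to 14 pairs above the median level.

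Some probes changed sign without a single animal. The breed z-score of the HLA-B probe that was high in the Iberian male ran from -9.86 to 0.44, the latter without that male. The sex z-score ran from -1.95 to 12.6 for ECHDC1, from -14.9 to 1.67 for the HLA-B probe that was high in the Iberian female and from -11.6 to 0.78 for Q8IY21, each crossing 0 without the Iberian female. It ran from -7.49 to 1.06 and from -8.0 to 1.36 for the SLA-8 probes, crossing 0 without the Iberian male, and from -1.59 to 12.5 for MTCH2, negative without the Large White female. The z-score of the third split ran from -15.2 to 1.19 for ECHDC1 and from -0.79 to 17.9 for the HLA-B probe that was high in the Iberian female, changing sign without that female. For 1 further named probe it changed sign without the Large White female. Of 294 named probes of tissue contrasts, 286 to 290 kept their call without an animal and 293 after quantile normalization.

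The third split was not run with the animal as a block or on the means of the 4 animals, where a model that keeps sex and breed leaves no residual for it. The planned change of scale of the shares to log2 does not apply, since the file holds log2 values. No signal of the background was used, so that only the level tells dim probes apart.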

Differences from the paper's values

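The scaled z-scores, the natural logarithm and the absolute z-scores were chosen after seeing the values of the paper. The z-scores of Tables 3 and 4 match those computed here only on the natural logarithm of the deposited log2 values and after division by a constant, 2.05 for sex and 1.94 for breed, and then all 19 and 33 match in sign and size.

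By the z-scores here 94 probes passed between sexes on log2 values and 87 on the natural logarithm, and the paper reports 19, at the same FDR. Between breeds 242 passed on log2 values and 224 on the natural logarithm, and the paper reports 33. Among the alternatives set before the data were examined, limma on the means of the 4 animals gave 15 for sex and 22 for breed, not more than 1.5 times apart from the paper's counts, which was taken as equal. Those with limma on all arrays, with and without the block, the omission of blood, of each tissue group, of pineal gland and hypothalamus and of each animal, the probes above the median level, quantile normalization and the MAD did not come so near. The z-scores divided by the constants above, with a one-sided p, gave 19 for sex and 35 for breed, a setting chosen after seeing the values, which drops 0 of the paper's probes. With a two-sided p they gave 18 and 32.

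For the correlations of Table 6 no alternative set before the data were examined was compared pair by pair. For sex, the signed correlation was 0.945 on log2 values and 0.959 on the natural logarithm between brain and endocrine tissues, where the paper reports 0.92, and 0.976 and 0.976 between brain and structural tissues, where the paper has 0.96. It was 0.940 and 0.948 between brain and metabolic tissues (0.91 in the paper), 0.95 and 0.958 between endocrine and structural tissues (0.92 in the paper), and 0.953 and 0.960 between structural and metabolic tissues (0.93 in the paper). Absolute z-scores on the natural logarithm, chosen after seeing the values, came within the spread of all of these at 0.925, 0.957, 0.912, 0.922 and 0.931. On log2 values they did so at 0.955 for brain with structural, 0.902 for brain with metabolic and 0.929 for structural with metabolic tissues, and not for the other pairs.

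For breed, the signed correlation with all tissues was 0.965 for brain on either scale (0.79 in the paper), 0.982 on log2 values and 0.979 on the natural logarithm for endocrine (0.87 in the paper), 0.972 and 0.961 for structural (0.83 in the paper), and 0.953 and 0.945 for metabolic tissues (0.77 in the paper). Between groups it was 0.927 and 0.934 for brain with endocrine (0.62 in the paper), 0.903 and 0.882 for brain with structural (0.46 in the paper), 0.864 and 0.858 for brain with metabolic (0.34 in the paper), 0.954 and 0.929 for endocrine with structural (0.68 in the paper), 0.939 and 0.919 for endocrine with metabolic (0.63 in the paper), and 0.926 and 0.906 for structural with metabolic tissues (0.64 in the paper). Absolute z-scores on the natural logarithm, chosen after seeing the values, came within the spread for all tissues with brain (0.796), endocrine (0.873) and metabolic tissues (0.769). For all with structural tissues they gave 0.815, and for the 6 pairs of groups 0.634, 0.430, 0.360, 0.655, 0.641 and 0.619 in the order above, beyond that spread.

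The paper states that blood was the most distant tissue in the tree of probe × tissue deviations. By the mean of those distances thyroid gland came first at 0.978, before liver (0.961), stomach (0.956) and blood (0.954), and the branch of blood was 0.454 long, below those of liver (0.486) and thyroid gland (0.480). By the distance of the levels themselves, and by extreme probes, blood did come first, at 0.423 and 3220. The paper places the thyroid gland in 1 group of the NJ tree with the adrenal tissues, and the endocrine tissues were not 1 branch here in the tree of arrays. In the NJ tree of tissues none of the paper's 4 groups was 1 branch. The trees and distances here used log2 values alone, so a part of the scale in these differences was not tested. The paper names adenohypophysis among the tissues grouped by breed. There the mean distance within breeds and within sexes was 0.0263 in both cases, and the NJ tree did not join both breeds, as it did in the other 5 tissues named. The paper gives probe × breed and probe × sex small shares above 0 in models 3 and 4, and these were -0.00158 and -0.00212 on log2 values and -0.00097 and -0.00132 on the natural logarithm, while the joint model gave 0.00258 and 0.00204. The share of probe × tissue in model 2 was 0.136 on log2 values and 0.113 on the natural logarithm, chosen after seeing the values, and the paper reports 0.11. Its extreme probes of *Biceps femoris*, liver and blood were 354, 824 and 3253, which were reached with the control probe sets included, a setting chosen after seeing the values, and without them there were 341, 822 and 3220. The paper states that different genes were affected by sex and by breed. The correlation of signed z-scores was 0.0023, but 38 probes passed in both contrasts where independent lists would share 0.95. The same 4 animals enter both contrasts, and the third split, which follows neither factor, shared 54 probes with sex and 68 with breed.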

Other observations

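The genes and tissues given here for single members of the lists were chosen after their values were seen. Antiviral genes were high in the Iberian male in most tissues. ISG15, an interferon-induced protein that tags other proteins, was at 8.80 in this animal over 16 tissues and at 7.57, 7.68 and 7.22 in the Large White male, Large White female and Iberian female, and MX1 and ISG15 were highest in it in 16 of 16 tissues. RSAD2, which blocks viral replication, was at 8.45 against 6.85, 7.15 and 6.64 and was highest in it in 15 tissues, IFIT3 at 7.65 against 6.77, 6.94 and 6.80 in 14, and OAS1, a sensor of double-stranded RNA, in 13. Other members were highest in it less often, IRF7 in 9 tissues and IFIT2 and GBP1 in 10. In the hypothalamus the difference was wide, with RSAD2 at 8.85 in the Iberian male and at 4.95 to 5.51 in the others, and ISG15 at 10.48 against 7.17 to 7.71. Antigen presentation genes of the same array were high as well, CD74 at 9.31 against 5.09 to 6.18 and SLA-DRA at 10.11 against 6.07 to 7.04. The T and NK cell list was highest in the Iberian male in 13 tissues and the myeloid list in 11. For the Large White male and Iberian female minus the other two animals, the interferon list had a mean log2 difference of -0.40 (adjusted p = 1.2e-23 from camera, and adjusted p = 0.0066 with an estimated correlation). These differences belong to 1 animal, and no cause was tested.

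Several immediate early and heat shock genes were high in the Large White male. JUN, a transcription factor induced within minutes of a stimulus, was at 9.92 in this animal over 16 tissues and at 8.78, 9.44 and 9.29 in the Large White female, Iberian male and Iberian female, and the phosphatase DUSP1 was at 9.87 against 9.01, 8.89 and 8.94. Each was highest in it in 14 tissues. FOS was at 8.92 against 7.77, 7.77 and 7.44 and highest in it in 10 tissues, EGR1 at 8.43 against 7.47, 7.58 and 7.06 in 11, and ATF3 at 5.93 against 5.08, 5.00 and 4.93 in 12. The heat shock genes DNAJB1 and HSPH1 were at 8.21 and 10.10, against 7.53 and 9.67 in the Large White female, and were highest in the Large White male in 13 and 12 tissues. HIF1A, the oxygen-regulated factor of the same list, was at 9.53, 9.60, 9.64 and 9.54 in the Large White male, Large White female, Iberian male and Iberian female. ADM was at 6.73, 6.82, 6.87 and 6.66 and GADD45B at 6.38, 6.40, 6.41 and 6.44 in the same order. IER2 and IER3 were highest in the Large White male in 8 and 5 tissues. In the third split 7 of the 19 probes of this list were higher on the side of the Large White male and none was lower, and the call by camera (adjusted p = 0.0012) was lost (adjusted p = 0.58 with an estimated correlation). The time between death and sampling of each tissue and animal was not used here.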
